# A global profiling of uncapped mRNAs under cold stress reveals specific decay patterns and endonucleolytic cleavages in *Brachypodium distachyon*

**DOI:** 10.1186/gb-2013-14-8-r92

**Published:** 2013-08-30

**Authors:** Jingyu Zhang, Zhiwei Mao, Kang Chong

**Keywords:** mRNA stability, decapping, cold stress, PARE, *Brachypodium distachyon*

## Abstract

**Background:**

mRNA degradation is a critical factor in determining mRNA abundance and enables rapid adjustment of gene expression in response to environmental stress. The involvement of processing bodies in stress response suggests a role for decapping-mediated mRNA degradation. However, little is known about the role of mRNA degradation under stressful environmental conditions.

**Results:**

Here, we perform a global study of uncapped mRNAs, via parallel analysis of RNA ends (PARE), under cold stress in *Brachypodium distachyon*. Enrichment analysis indicates that degradation products detected by PARE are mainly generated by the decapping pathway. Endonucleolytic cleavages are detected, uncovering another way of modulating gene expression. PARE and RNA-Seq analyses identify four types of mRNA decay patterns. Type II genes, for which light-harvesting processes are over-represented in gene ontology analyses, show unchanged transcript abundance and altered uncapped transcript abundance. Uncapping-mediated transcript stability of light harvesting-related genes changes significantly in response to cold stress, which may allow rapid adjustments in photosynthetic activity in response to cold stress. Transcript abundance and uncapped transcript abundance for type III genes changes in opposite directions in response to cold stress, indicating that uncapping-mediated mRNA degradation plays a role in regulating gene expression.

**Conclusion:**

To our knowledge, this is the first global analysis of mRNA degradation under environmental stress conditions in *Brachypodium distachyon*. We uncover specific degradation and endonucleolytic cleavage patterns under cold stress, which will deepen our understanding of mRNA degradation under stressful environmental conditions, as well as the cold stress response mechanism in monocots.

## Background

Degradation of messenger RNAs (mRNAs) is one of the key factors determining mRNA abundance in a cell. Proper degradation of mRNA is crucial for the maintenance of cellular homeostasis and enables rapid and precise adjustment of gene expression in response to various environmental stimulus[1,2]. The study of mRNA degradation in plants has fallen behind compared with what has been done in other organisms and recent advances in this area provide us with only preliminary knowledge about plant RNA decay pathways[3-5]. For normal mRNAs, degradation is believed to initiate with deadenylation, the deadenylated mRNA can then either be degraded in the 3'-5' direction in a process mediated by the exosome or be decapped and then degraded in the 5'-3' direction[3]. Alternatively, mRNA decay in plants can be initiated with internal cleavage(s), for example, by miRNA- or siRNA-directed RISC degradation[6-9]. The mechanism of aberrant mRNAs degradation in plants is largely unknown, except for the identification of some key enzymes in the plant nonsense-mediated decay (NMD) pathway[10,11]. Obviously, our understanding of the degradation pathways in plants is still far from complete.

In eukaryotic cells, decapping is a critical step in mRNA turnover as it requires the stop of translation and the change of mRNAs into a non-translating state, which makes them accessible for further degradation. Decapping, to a large extent, competes with translation for the access to the 5' cap structure, which determines whether the mRNAs will be degraded or translated[12-15]. Recently, ribosomes are reported to be allowed to bind to mRNAs and complete translation before the transcript is ultimately degraded[16]. Messenger ribonucleoproteins (mRNPs) that are translationally repressed and associated with the decapping machinery can assemble into granules, named as processing bodies (PBs) [17,18]. The assembly of PBs occurs primarily in response to stress stimuli, and the size of PBs has been found to increase significantly under stress conditions[19], implying that PBs play an important role during plant stress responses. Furthermore, PBs co-localize with stress granules (SGs), suggesting that they probably interact with each other and function together in stress responses[19-21]. The significant increase of PBs in response to stress and their close connection with SGs indicate that mRNA decay, especially the decapping pathway, plays an important role in cellular stress responses[22,23]. However, little information is available for a complete view of mRNA degradation under stress conditions.

In this study, uncapped transcriptome has been analyzed with a deep sequencing approach, parallel analysis of RNA ends (PARE)[24]. Taking advantage of the modified 5' rapid amplification of cDNA ends (RACE) and high-throughput deep sequencing, PARE was developed to identify 5'-phosphorylated, polyadenylated RNAs[24]. In most cases, it was used to identify potential targets for miRNA-directed cleavages[25-28]. In mouse, this approach was employed to perform a global analysis of the RNA degradome[29,30]. This kind of application, as far as we know, was seldom reported in plant, except for a microarray study with similar experimental principle[31]. Here, this approach was employed to study mRNA degradation under cold stress condition in *Brachypodium distachyon*, a new monocot model plant [32]. Our studies will not only improve our understanding of mRNA degradation mechanism under stress conditions, but also provide deeper insight into how monocot plants respond to low temperature stress.

## Results

### Global analysis of the uncapped mRNAs under cold stress

To obtain a complete view of the uncapped transcriptome and understand its role in plant cold stress responses, PARE was performed to identify 5'-phosphorylated RNAs using high-throughput sequencing[24]. The *Brachypodium *diploid ecotype ABR5, with obviously higher cold tolerance and stronger vernalization requirement than the sequenced ecotype BD21 (Figure S1 in Additional file 1), was chosen for our analysis. Four PARE libraries were prepared. 

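PARE, or parallel analysis of RNA ends, sequences polyadenylated RNAs that carry a 5' phosphate, which uncapped and cleaved mRNAs have and capped mRNAs do not. The 5' end of a read therefore marks the position at which an mRNA had been uncapped, cleaved or trimmed. Each library was made from the aerial parts of 12-day-old seedlings of the ecotype ABR5, and 2 libraries stood for each condition. DC and DC replicate came from seedlings kept at 4 °C for 24 h, and DW and DW replicate from untreated seedlings. For each library, the authors deposited the tags found on each transcript, with the count of reads for each tag and the total for the transcript, not scaled between libraries. Every tag was 26 nt long and the lowest count was 6, as the authors had left out tags with 5 reads or fewer. Reads of a gene were obtained here by adding its distinct tags, each tag being taken 1 time where several transcripts of the gene listed it. Of the distinct tags, 11.4% in DW, 12.1% in DC, 11.6% in DW replicate and 10.7% in DC replicate were listed under more than 1 gene, and these were counted under each gene as listed.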

DC and DW were for *Brachypodium *seedlings with and without cold treatment, respectively. DC replicate and DW replicate were biological replicates for DC and DW (Table S1 in Additional file 2). For direct comparison, samples used for PARE analysis were prepared in the same manner and run side by side on Illumina GAIIx platform for high-throughput sequencing.

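Changes over all 4 libraries were tested on the reads per gene with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, for genes with at least 10 reads in at least 2 libraries. The same test was run on reads per tag start, with the first 20 nt of a tag taken as the start position. Standard errors beside edgeR values were computed from the log2 fold change and the quasi-likelihood F statistic, not estimated in the fit. With 2 libraries for each condition, an exact permutation test of a single value cannot give a p below 0.333, since there are only 6 ways to split 4 libraries. Where the pair of DC and DW, or the pair of DC replicate and DW replicate, is compared on its own, the difference has no replicate check and no p-value is given.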

For all the four PARE libraries, over 10 million reads were generated through sequencing, respectively (Table S1 in Additional file 2). 

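The tables held 225236 distinct tags with 3997559 reads for DW, 167434 tags with 3369096 reads for DC, 340909 tags with 6324425 reads for DW replicate and 303086 tags with 6456295 reads for DC replicate. The paper's Table S1 gives 13739048, 10043939, 16879668 and 15410471 sequenced reads for these libraries, of which 8996996, 6797613, 9546441 and 8921728 were mapped to mRNAs. The tags in the tables therefore carried 44.4% of the mapped reads in DW, 49.6% in DC, 66.2% in DW replicate and 72.4% in DC replicate. Scaling between libraries used the mapped reads of Table S1. The smallest share of mapped reads that 3 reads make up is 3.33e-05% in DW, 4.41e-05% in DC, 3.14e-05% in DW replicate and 3.36e-05% in DC replicate. The minimum of 6 reads per tag lies above that, so a position or gene without reads in a table had fewer than 6 reads for every tag. PCR copies of one molecule were not separated, and intervals given for shares of reads cover counting error only.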

After removing sequences corresponding to known non-coding RNAs (rRNAs, tRNAs, small nuclear RNAs, and small nucleolar RNAs) and repeats/transposons, the remaining unique signatures were mapped to *Brachypodium *transcriptome[33]. For DW and DC libraries, 65.48% and 67.68% of the generated sequences could be mapped to annotated transcripts. For DW replicate and DC replicate libraries, 56.56% and 57.89% of the generated sequences could be mapped to annotated transcripts (Table S1 in Additional file 2). 

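With the mapped reads of Table S1 as the measure of library size, the minimum of 6 reads in a table corresponded to 7.94 reads in DC, 5.65 reads in DW replicate and 6.05 reads in DC replicate on the scale of DW. TMM normalization, which sets aside the genes that change most, gave factors of 1.10 for DW, 0.758 for DC, 1.25 for DW replicate and 0.959 for DC replicate. In both pairs of a cold and a control library, log2 fold changes were higher under TMM. For Bradi1g13330, an uncharacterized gene, the log2 fold change of DC against DW was 3.20 with scaling by mapped reads and 3.52 with TMM. In the replicate pair it was 4.00 and 4.30.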

For direct comparison, the DC library was normalized to the DW library according to the population size of mapped transcripts (Table S1 in Additional file 2). 

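Over the 9904 genes with reads in both DW and DW replicate, the log10 reads per gene had a Pearson r of 0.852 and a Spearman rho of 0.806. Over the 8252 genes with reads in both DC and DC replicate, r was 0.929 and rho was 0.900. These correlations are across genes, which are not independent replicates, and no p-value is given. Between conditions they were lower, with an r of 0.707 for DW and DC over 7319 genes and 0.795 for DW replicate and DC replicate over 10578 genes. Adding 1 to the reads and keeping genes with reads in only 1 library of a pair moved the correlations most, to 0.768 for DW and 0.840 for DC. On raw reads, r was 0.860 for DW and 0.988 for DC.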

Biological replicates libraries for DW and DC exhibited good reproducibility (Figure S2 in Additional file 1). DW and DC libraries were used for further analysis, and the obtained results were verified in their biological replicates.

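PARE reads were found for 10658 genes in DW and 8809 genes in DC. Together these were 12148 genes, of which 7319 had reads in both libraries. DW replicate and DC replicate, which had more reads on listed tags, had reads for 14389 and 11780 genes. Over all 4 libraries 16199 genes had reads, and 6995 genes had reads in every library. The number depended most on the minimum of reads per tag. With tags of more than 10 reads, 6289 genes were left in DW and DC together. Without the tags listed under several genes, 10222 genes were left, and 7692 genes had at least 20 reads in DW or DC.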

About 12 thousand genes were found to be represented by PARE reads in the uncapped transcriptome. 

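In DW the gene with the most PARE reads was Bradi4g37210, which encodes a chlorophyll a-b binding protein and had 74505 reads, or 41139 with tags listed under 1 gene only, which is fewer than the 63438 reads of Bradi4g24367 and the 61932 of Bradi1g45760 counted in that way. In DW replicate this gene ranked 2, with 165411 reads, behind Bradi1g15290, another chlorophyll a-b binding protein gene with 219984 reads. In DC the uncharacterized gene Bradi1g13330 came first with 200835 reads and Bradi3g51200, which encodes a WCOR410-like cold acclimation protein, followed with 177643 reads. The same order was found in DC replicate, with 386858 and 266587 reads. With tags listed under 1 gene only, the 2 genes had 197328 and 98344 reads in DC. Bradi1g13330 had 28908 reads in DW and 25873 reads in DW replicate, giving a log2 fold change of 3.82 over all 4 libraries (standard error 0.634, adjusted p = 0.0302 from edgeR's quasi-likelihood test). For Bradi3g51200, with 9075 and 6771 reads in the control libraries, it was 5.24 (standard error 0.744, adjusted p = 0.0205 from the same test in edgeR). With tags of more than 10 reads only, both genes kept their direction and neither passed an adjusted p of 0.05 in edgeR (0.0956 for each).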

The most abundant uncapped transcript in the DW library was from a gene encoding chlorophyll a-b binding protein, whereas in the DC library, except for a protein with unknown function, it was from agene encoding cold acclimation protein (Table S2 in Additional file 2). When genes with the top 20 highest PARE reads were considered, the DW library was composed mainly of degradation products for chlorophyll-related genes (Table S2 in Additional file 2). 

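All 20 genes of the DW list were also the 20 genes with the most reads in DW as counted here. They held 934366 reads, or 19.7% of the reads summed over genes (95% Wilson interval 19.6% to 19.7%). A tag listed under several genes counts for each of them in such shares, which the intervals do not cover. Of these 20 genes, 8 encode chlorophyll a-b binding proteins, and 14 are related to photosynthesis when genes for the rubisco small subunit, the oxygen-evolving enhancer and photosystem I are added. In DW replicate, 14 of the 20 genes were again among the 20 with the most reads and 19 were among the first 50. The 8 chlorophyll-related genes took 7.86% of the gene reads in DW (95% Wilson interval 7.84% to 7.89%) and 9.98% in DW replicate (9.96% to 10.0%).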

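The 20 genes of the DC list held 32.4% of the reads summed over genes in DC (95% Wilson interval 32.4% to 32.5%, as for the intervals that follow), and 19 of them were among the 20 genes with the most reads in DC replicate. Bradi3g51200 and Bradi5g10860, the 2 genes for cold acclimation proteins in the list, together took 7.22% of the gene reads in DC (7.20% to 7.25%) and 5.96% in DC replicate (5.94% to 5.98%), against 0.452% in DW (0.446% to 0.458%) and 0.203% in DW replicate (upper bound 0.206%). Tags listed under both genes would enter the sum for each, so these shares may count some reads more than 1 time. With tags listed under 1 gene only, Bradi5g10860 had 43388 reads in DC in place of 123536. It had a log2 fold change of 4.30 over all 4 libraries (standard error 0.698, adjusted p = 0.0274 from edgeR). The 8 chlorophyll-related genes of Table S2 took 3.69% in DC (3.68% to 3.71%) and 3.33% in DC replicate (3.32% to 3.35%), against 7.86% in DW and 9.98% in DW replicate. Each cold library was thus below each control library for this set. Of its members, only Bradi3g36760 had an adjusted p under 0.05 in edgeR, with a log2 fold change of -3.95 (standard error 0.524, adjusted p = 0.0181).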

After cold treatment, mRNA degradation products for cold-stress-related genes appeared in the DC library and accounted for a proportion of sequences with high sequencing reads, while the uncapped transcript abundance for chlorophyll-related genes was still high (Table S2 in Additional file 2). Cold stress was observed to exert a clear effect on the uncapped transcriptome. 

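Over all 4 libraries, 10148 genes were tested and 392 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 211 with more and 181 with fewer PARE reads after cold treatment. At an unadjusted p under 0.05 there were 2214 genes. The labels and the paper name 1 of the 2 libraries of each condition as the replicate, so a fit with the replicate as a block, DW paired with DC and DW replicate with DC replicate, was made beside it. With the block, 708 genes passed, 374 higher and 334 lower, and all 392 genes kept their direction. Whether the libraries pair in this way was checked by the correlation of their deviations from the mean of their condition, which was 0.0621 for paired libraries and -0.0621 for libraries of different pairs. With 2 libraries for each condition these are 1 value with opposite signs, and the pairing is taken from the labels and the paper. The number depended on the setting. With tags of more than 10 reads, none of 6453 genes passed, although 1545 had an unadjusted p under 0.05. DESeq2 gave the highest number, 1351 genes, 573 higher and 778 lower. Without a filter, edgeR gave 1306, 588 higher and 718 lower. With scaling by mapped reads, edgeR gave 150, 64 higher and 86 lower. Falls outnumbered rises in these fits, unlike in the main fit and in that with the block. Among the genes that passed, the largest rise was that of Bradi5g21290, an uncharacterized gene with no reads in either control library and 66109 and 108727 reads in the cold libraries (log2 fold change 19.80, standard error 1.12, adjusted p = 0.0105 from edgeR). Bradi2g18090, a gene for a late embryogenesis abundant protein, had 1864 and 3354 reads in the cold libraries and none in the others (log2 fold change 14.70). Most of its reads were on tags also listed under another gene, and with tags listed under 1 gene only it had 136 reads in DC. The largest fall was that of Bradi3g47230, an uncharacterized gene with 2092 and 1844 reads in the control libraries and none in the cold ones (log2 fold change -13.88, standard error 1.17, adjusted p = 0.0119 from edgeR). Bradi4g31670, Bradi4g05040, Bradi2g02340 and Bradi2g61150 followed, with log2 fold changes of -13.72, -13.61, -13.18 and -13.15, and were without reads in the cold libraries. Among the rises, Bradi2g09940 had a log2 fold change of 13.55 and no reads in the control libraries. The adjusted p-values of these 5 genes in edgeR were between 0.0119 and 0.0258. A log2 fold change against no reads, and the standard error computed from it, depend on the small count that edgeR adds to each library.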

Overall, approximately half of uncapped transcripts showed obviously altered abundance (>5-fold) in the cold-stressed *Brachypodium *seedlings. 

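Of the 12148 genes with reads in DW or DC, 6365 differed more than 5-fold after scaling by mapped reads, which is 52.4%. Of these, 2159 were higher and 4206 lower in DC, and 3339 had reads only in DW and 1490 only in DC. The share was 41.7% for DC replicate against DW replicate. Between libraries of the same condition it was 44.9% for DW replicate against DW and 38.0% for DC replicate against DC, so the share for the replicate pair of cold and control lay between those for replicates of one condition. With TMM the 4 shares were 52.0%, 41.1%, 40.7% and 34.9% in the same order, the replicate pair then being above both pairs of one condition. The share moved most when 6 reads were added to both libraries. It was then 19.7% for DC against DW, 13.7% for the replicate pair, 13.6% for the control libraries and 5.28% for the cold libraries. Among genes with at least 50 reads in either library, the shares were 35.8%, 22.5%, 24.2% and 12.0% in the same order. With at least 200 reads, a minimum chosen after seeing the data, they were 33.2%, 19.5%, 16.6% and 4.09%.

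**Figure D1:**
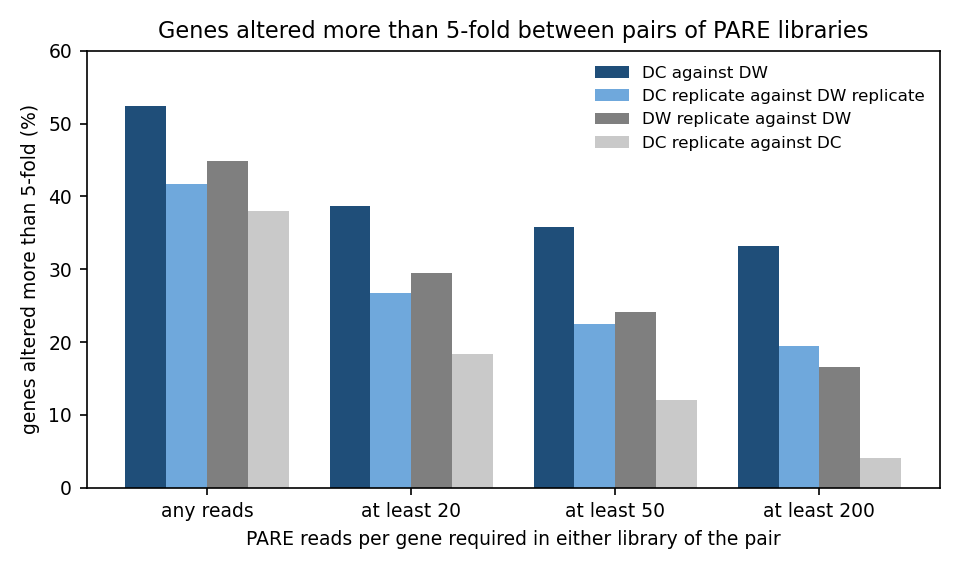
Share of genes whose PARE reads differed more than 5-fold between 2 libraries (vertical axis, percent), by the reads per gene required in either library (horizontal axis). Blue bars compare cold with control and grey bars compare replicates of one condition, each bar being 1 pair of libraries. DC against DW is the tallest bar in each set, from 52.4% with any reads to 33.2% with at least 200 reads, and DC replicate against DC the lowest, from 38.0% to 4.09%.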

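All 10 genes listed in Table S3 as upregulated had no reads in DW, more reads in DC than in DW and more reads in DC replicate than in DW replicate. Of these, 2 also had no reads in DW replicate. In edgeR 9 of the 10 had an adjusted p under 0.05. The list was chosen from DC and DW, which are also in this fit, so only the replicate pair is separate from that choice. Among the genes related to phytohormones, Bradi3g57470, for a PYL5-like abscisic acid receptor, had 1429 and 2943 reads in the cold libraries and none in the control libraries (log2 fold change 14.41, standard error 0.913, adjusted p = 0.0105 from edgeR). The other PYL5-like gene, Bradi1g65130, had 1064 reads in DC and 1445 in DC replicate, but 122 in DW replicate and none in DW, and did not pass (log2 fold change 5.36, standard error 1.60, adjusted p = 0.131 from edgeR). With the replicate block its adjusted p was 0.0120. The phytosulfokine receptor genes Bradi5g27330, Bradi5g27310 and Bradi5g27300 had between 5240 and 9973 reads in DC and between 21 and 33 reads in DW replicate. Part of their tags were listed under more than 1 gene. With tags listed under 1 gene only, the reads in DC were 3183, 1721 and 640.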

Interestingly, several phytohormone-related genes showed significant up-regulation after cold treatment (Table S3 in Additional file 2).

It is interesting to note that a considerable portion of the unique reads for both DW and DC libraries were mapped to non-coding RNAs (ncRNAs), which has also been observed for PARE libraries generated from *Arabidopsis*, mouse and human[29,34,35]. No further analysis was performed on ncRNAs in this paper, which mainly focused on the degradation of mRNAs.

According to the principle of PARE analysis, only polyadenylated RNAs will be detected. Deadenylation precedes decapping in mRNA degradation pathways [3-5], which means some mRNAs, whose poly(A) tails length are too short (<18nt), can not be represented in the PARE library. Although the information about poly(A) tail length in plants is hardly available, mRNAs are generally believed to possess long poly(A) tails (about 250 nucleotides), which is shortened to dozens of nucleotides in deadenylation[36,37]. Only 18 adenosine residues of poly(A) tail are needed for PARE analysis [24], suggesting that the negative effect caused by deadenylation may be limited to a small range.

### Relating uncapping-mediated mRNA decay profiles to transcriptome

To globally analyze the contribution of mRNA decay to gene expression regulation, mRNA abundance was analyzed by RNA-Seq. Two cDNA libraries, with (RC) and without (RW) cold treatment, were prepared from *Brachypodium *seedlings. High-throughput sequencing was performed and the obtained results were verified by real-time RT-PCR (Figure S3 in Additional file 1). Cold stress had obvious effect on *Brachypodium *transcriptome. According to the results of RNA-Seq analysis, approximately one-third of genes showed significant changes (>5-fold) in their expression levels after cold treatment.

About eight thousand genes could be found in both PARE and RNA-Seq libraries. The PARE dataset was analyzed for degradation patterns, in conjunction with them RNA abundance data provided by RNA-Seq, with log_2 _fold change of ±1.5 as the threshold. 

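From the PARE reads alone, 7750 of the 12148 genes with reads in DW or DC passed the threshold of ±1.5 on the log2 scale after scaling by mapped reads, 2735 upward and 5015 downward. With genes that had reads in both libraries only, the alternative that moved this number most, it was 2921. With TMM it was 7691, 3030 upward and 4661 downward, but genes with reads in only 1 library count as past the threshold under any scaling. Over all 4 libraries, edgeR's log2 fold change passed ±1.5 for 3748 of 10148 genes, and for 3617 to 5129 genes when each library was left out in turn. The RNA-Seq libraries were not analysed here.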

Four major change patterns were identified (Table 1). For type I genes, the abundance of their transcripts and uncapped transcripts changed in the same direction after cold treatment. For genes in type II, uncapped transcripts showed clear changes after cold treatment, but their transcript abundance remained unchanged. For genes belonging to type III, the abundance of their transcripts and uncapped transcripts changed in the opposite direction after cold treatment. Transcripts of class IV genes showed clear changes in abundance after cold treatment, but their uncapped transcript abundance remained unchanged. About three-eighths of the genes belonged to type II group, while only one-eighth of genes were grouped as type III. The rest of the genes distributed almost equally between I and type IV (Table 1). Similar results were obtained for biological replicate libraries of DW and DC (data not shown).

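In the pair of DC replicate and DW replicate, 8347 genes passed the threshold of ±1.5 on the log2 scale in PARE reads, against 7750 in DC and DW. Of the 7750 genes, 3440 or 44.4% had the same call in the replicate pair, 666 had the opposite call, 3063 stayed within the threshold and 581 had no reads in either replicate library. Calls upward were repeated for 34.4% of 2735 genes and calls downward for 49.9% of 5015 genes. Among the 2846 of these genes with at least 50 reads in DW or DC, 1437 or 50.5% had the same call and 55 the opposite call. The types I to IV also need the RNA-Seq reads, which were not analysed here.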

**Table 1:** Four types of genes with different decay patterns in cold stress response.

Type	Gene number	Change after cold-treatment
I	2,136	D↑ R ↑; D↓ R↓
II	3,344	D↑ R **- **; D↓ R**- **
III	1,166	D↑ R ↓; D↓ R↑
IV	1,632	D**- **R ↑; D**- **R↓

I, II, III, and IV: different mRNA decay patterns classified according to the variation tend of uncapped transcript/transcript abundance in cold stress. D: uncapped transcript abundance indicated by PARE reads; R: transcript abundance indicated by RNA-Seq reads. Log_2 _ratio of±1.5 was selected as the threshold of change.

### Relationship between uncapping-mediated mRNA decay and gene function

Gene Ontology (GO) analysis was performed for type I-IV genes using the GO database, which organizes information based on molecular function, biological process, and cellular component categories [38]. In the biological process category, obvious over-representation against background was detected for the light-harvesting process of photosynthesis and nitrogen compound metabolic process for the type II population (Figure 1). When just specific biological processes were considered, only light-harvesting-related genes involved in photosynthesis were significantly enriched in type II. Obvious enrichment was observed for ATP-dependent enzymes in the molecular function category (Figure 1). These kinds of enzyme activity are involved in multiple biological processes and it is hard to deduce the biological significance of their enrichment in GO analysis.

**Figure 1:**
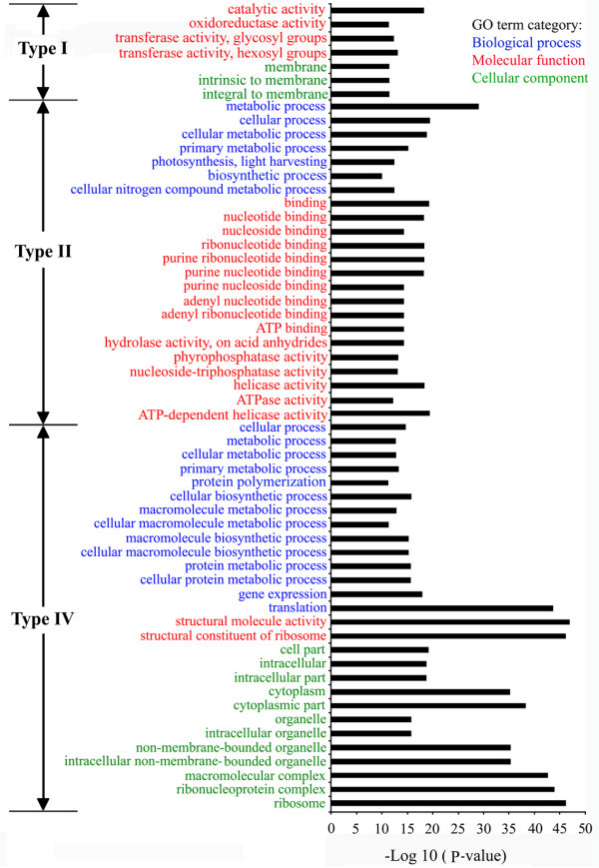
**Relationship between mRNA decay pattern and gene function**. Gene Ontology (GO) analysis was performed for the type I-IV genes using agriGO [109] which organizes information for molecular function, biological process, and cellular component categories. Significant GO terms (*P *value <1.00 E-10) were indicated for type I, type II, and type IV genes. No GO terms with *P *value <1.00 E-10 were identified for type III genes (more information in Figure S4 in Additional data file 3).

For type IV genes, translation-related genes were obviously over-represented in the biological process category. Consistently, genes encoding ribosome-localized proteins were clearly over-represented in the cellular component category, and genes encoding ribosome-related proteins were clearly over-represented in the gene function category (Figure 1).

For type I genes, enrichment was observed for oxidoreductase and transferase activity in the molecular function category, but no corresponding enrichment was detected in both biological process category and cellular component category. Some of the stress-responsive genes were identified in type I, but no obviously significant enrichment was detected (Figure S4 in Additional file 3). For type III, genes involved in several important biological processes were represented at similar levels in GO analysis, with no obvious enrichment (Figure S4 in Additional file 3).

### The overall mRNA stabilities for transcripts with different change tendencies during cold stress responses

To study the effect of cold stress on the overall mRNA stability of type I-IV genes, mRNA half-lives before and after cold treatment were analyzed with cordycepin, a global transcription inhibitor acting as a chain-terminating adenosine analog [39]. Genes randomly selected from type I, III, and IV were analyzed. For type II genes, substantial enrichment was detected for light-harvesting-related genes in the GO analysis. This finding, along with the fundamental role of photosynthesis in plants[40-42], led us to further study this group of genes. Both light-harvesting-related and light-harvesting-unrelated type II genes were analyzed for their overall mRNA stabilities. Interestingly, for light-harvesting-related type II genes, all of the mRNAs with decreased uncapping-mediated degradation products (detected by PARE) showed increased overall stability, and all of the mRNAs with increased uncapping-mediated degradation products (detected by PARE) showed decreased overall stability, implying that uncapping-mediated mRNA degradation may be the key factor in determining the overall mRNA stability for this group of genes (Figure 2, Figure S5 in Additional file 1). 

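The PARE reads of the 6 light-harvesting-related genes of Figure 2 were compared in both pairs of libraries. In DC against DW, scaled by mapped reads, 6 of 6 changed in the direction drawn and 5 passed ±1.5 on the log2 scale, a gene without reads in 1 of the 2 libraries being taken as past it. In DC replicate against DW replicate, 5 of 6 changed in the direction drawn. Bradi5g12150 had 18831 reads in DW and 1778 in DC, and 26517 and 4904 in the replicates. Over all 4 libraries its log2 fold change was -2.37 (standard error 0.449, adjusted p = 0.0430 from edgeR), the only one to pass of the 4 genes with enough reads to be tested. Bradi1g24870 had log2 fold changes of -1.71 and -1.75 in the 2 pairs, with an adjusted p of 0.134 in edgeR. With TMM they were -1.39 and -1.45 and no longer passed ±1.5. Calls as drawn were found for 5 of the 6 genes in each pair with mapped reads, and with TMM for 4 in DC against DW and 2 in the replicate pair. Bradi4g27480 had 1330 reads in DW and none in DC, but 3675 and 1079 in the replicates. Bradi4g07380 had 18523 and 12298 reads, a log2 fold change of -0.19, and -1.57 in the replicates. With TMM in place of mapped reads, the direction of Bradi4g07380 in DC against DW was reversed, at 0.13. The 2 genes drawn as increased rested on few reads. Bradi1g55620 had 6 reads in DC, 7 in DC replicate and none in the control libraries, and Bradi1g55560 had 6 reads in DC and 8 reads in DW replicate, and none in the other 2 libraries. From the opposite directions of degradation products and overall stability, the paper proposes that uncapping may be the key factor in the stability of this group of mRNAs.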

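For the genes of types I, III and IV and the light-harvesting-unrelated genes of type II in Figure 2, the PARE calls in DC against DW at ±1.5 on the log2 scale were as drawn for 6 of 6, 6 of 6, 6 of 6 and 4 of 4 genes. In DC replicate against DW replicate they were as drawn for 5 of 6 type I genes, 2 of 4 type II genes, 2 of 6 type III genes and 6 of 6 type IV genes. In edgeR over all 4 libraries, 5 type I genes and 1 type III gene had an adjusted p under 0.05. The largest change was that of Bradi2g18100 of type I, with a log2 fold change of 12.59 (standard error 1.23, adjusted p = 0.0119 from edgeR). Bradi2g14790 of type III had 446 and 336 reads in the control libraries and 6 and 26 in the cold ones (log2 fold change -4.43, standard error 0.812, adjusted p = 0.0395 from edgeR). With scaling by mapped reads, with tags of more than 10 reads or with tags listed under 1 gene only, its adjusted p in edgeR was 0.134, 0.185 and 0.0509. Bradi1g30550 of type III, drawn as increased, had 1383 reads in DW and 5041 in DC, and 3309 and 8754 in the replicates. Its log2 fold change was 2.27 and 1.50 in the 2 pairs and 2.20 over all 4 libraries (standard error 0.447, adjusted p = 0.0545 from edgeR). With the replicate block, whose pairing is taken from the labels (correlation of deviations 0.0621), its adjusted p in edgeR was 0.0270. Bradi1g76700, also drawn as increased, had 87 and 210 reads, and 680 and 500 in the replicates, with log2 fold changes of 1.68 and -0.35. Bradi1g20840, drawn as increased too, had only 6 reads in DC, 6 in DC replicate, 13 in DW replicate and none in DW.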

For the other groups of genes, their overall mRNA stabilities were either up- or downregulated, or remained unchanged, no clear relationship was detected between the overall mRNA stability and uncapping-mediated mRNA degradation (Figure 2, Figure S5 in Additional file 1).

**Figure 2:**
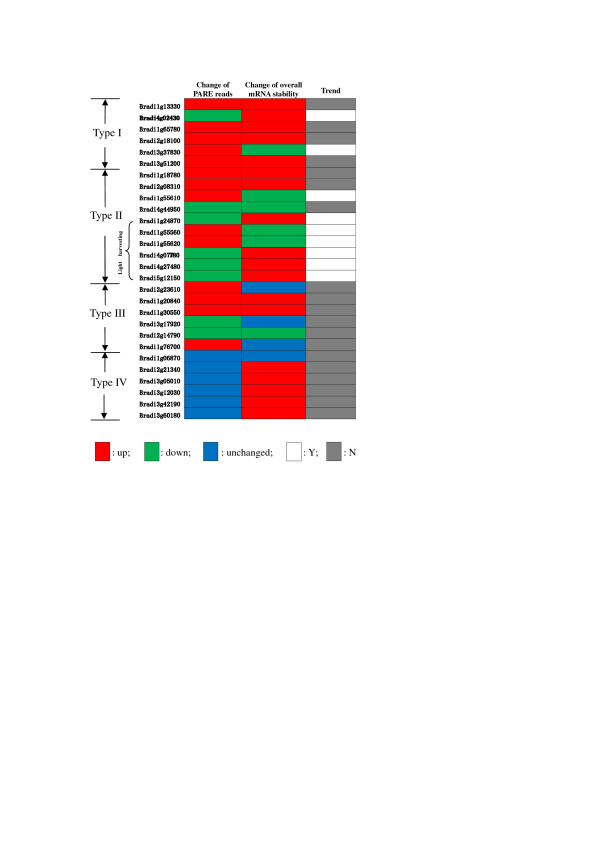
**Relationship between the change of the overall mRNA stability and uncapping-mediated degradation products cold stress response**. The overall mRNA stability was measured through inhibiting transcription by cordycepin. The amount of uncapping-mediated degradation products was indicated by PARE reads. Y: uncapping-mediated degradation products and the overall mRNA stability changed in the opposite direction after cold treatment;N: uncapping-mediated degradation products and the overall mRNA stability changed in the same direction after cold treatment.

### Sequence features associated with different mRNA decay patterns

To explore the features of mRNAs with different change patterns, mRNA length, untranslated region (UTR) length, GC content as well as the number of introns were analyzed for type I-IV mRNAs. The connection between introns and mRNA stability has been uncovered recently[43-45]. Interestingly, the average intron number for type II genes was higher than for the other genes, but the percentage of intronless genes was lower in this population (Figure S6 in Additional file 1). These data indicated that a mechanism, more complicated than expected, may exist for uncapping-mediated mRNA stability under stress conditions.

Regulatory sequence motifs in mRNA UTR regions have a close relationship with mRNA stability[46,47]. Genes with the same uncapped/total transcript change patterns, therefore, may share common regulating elements in their mRNA UTR regions. Type I-IV genes were analyzed with an integrated motif-discovery program to search for possible motifs located in 5' or 3'UTRs of corresponding transcripts[48]. Conserved sequence patterns in the 5'UTRs of mRNAs were identified for all four types of genes (Figure S6 in Additional file 1), implying the existing of a specific regulator or regulation mechanism. Interestingly, the identified motifs for type II and type IV genes are similar, providing a clue that similar regulation factor may exist for these two types of genes. The motif-discovery analysis was also performed for the subgroups of type I, II, III, and IV genes, according to the trend of change in PARE and RNA-Seq analysis. More conserved motifs were identified, including several GA-rich motifs (Figure S7 in Additional file 1). It is interesting to note that similar motifs were also found in the 3' UTRs for genes with decreased transcript abundance in both type I and type IV, implying similar expressional regulator for these genes (Figure S7 in Additional file 1).

### Decapping pathway, with clear response to cold stress, makes the most significant contribution to the uncapped transcriptome

A high degree of conservation has been observed for degradation complexes or their core components in plant decay pathways, including the decapping complex, the deadenylation complex, the NMD complex and the exosome[4,5]. Although target sets for the core components of these degradation complexes have been reported in *Arabidopsis*[49-52], such kind of information is hardly available for monocotyledonous plants. To investigate the contribution of different decay pathways to the uncapped transcriptome, enrichment analysis was carried out with target sets in *Arabidopsis*, based on the assumption that degradation complexes have conserved target sets in dicots and monocots (Figure 3, Table S4 in Additional file 2).

**Figure 3:**
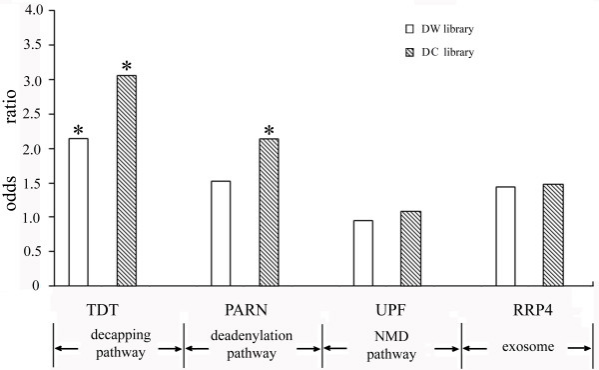
**Enrichment analyses investigating the contribution of different decay pathways to PARE libraries**. The enrichment for targets of mRNA degradation complex core components was analyzed in DW and DC library. Enrichment analyses for target sets, 88 genes for TDT (decapping complex), 135 genes for PARN (deadenylation complex), 58 genes for UPF (NMD complex), and 119 genes for RRP4 (exosome), were performed with Fisher's exact test. Significance of enrichments is showed by two-tailed *P *value. * indicates *P *< 0.001.

Among all the tested mRNA degradation complexes, substrates for the decapping complex showed significant enrichment before and after cold treatment (Figure 3), consistent with the origin of PARE libraries. 

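The lists of substrates were not used here, and the paper's counts in Table S4 were tested again with 2-sided Fisher's exact tests. Of 88 substrates of TDT, the mRNA-decapping enzyme, the paper counts 53 with PARE reads in DW and 54 in DC, which is 60.2% and 61.4%, against 41.3% and 34.0% of the 25532 genes of the genome. The odds ratio was 2.15 in DW (95% interval 1.38 to 3.40, Fisher's exact test p = 0.000458) and 3.08 in DC (1.97 to 4.88, p = 2.02e-07). After Benjamini-Hochberg adjustment over the 8 tests of Table S4, the p-values were 0.00122 and 1.61e-06. The paper's genome column has 10554 genes with reads in DW and 8688 in DC, and 10658 and 8809 genes had reads as counted here.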

Significant enrichment was also detected for the substrates of deadenylation complex after cold treatment (Figure 3), suggesting that deadenylation may make more significant contribution to PARE libraries under cold stress condition.

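Of 135 substrates of PARN, the poly(A)-specific ribonuclease, in the paper's counts of Table S4, 70 had PARE reads in DW and 71 in DC, which is 51.9% and 52.6%. In DW the odds ratio against the genome was 1.53 (95% interval 1.07 to 2.18, Fisher's exact test p = 0.0142, adjusted p = 0.0284 over the 8 tests). In DC it was 2.15 (1.51 to 3.07, Fisher's exact test p = 1.04e-05, adjusted p = 4.15e-05). The share of all genes with reads was 41.3% in DW and 34.0% in DC. The 95% intervals of the odds ratios overlap, and the difference between the libraries was not tested.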

To gain a complete view of the mRNA degradation network's response to cold stress, the targets of the exosome and NMD pathway were also analyzed. 

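For the 118 substrates of RRP4, a core component of the exosome, in the paper's counts of Table S4, 59 had PARE reads in DW and 51 in DC, which is 50.0% and 43.2%. The odds ratio was 1.42 in DW (95% interval 0.971 to 2.07, Fisher's exact test p = 0.0610) and 1.48 in DC (1.00 to 2.16, Fisher's exact test p = 0.0406). After Benjamini-Hochberg adjustment over the 8 tests, the p-values from Fisher's exact test were 0.0814 and 0.0650.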

No statistically significant enrichment was detected for exosome pathway (Figure 3), which is not unexpected because the exosome mediates the 3'end decay pathway and its degradation products could not be detected by PARE [53,54]. No statistically significant enrichment was detected for targets of the RNA helicase UPF1, the key component of the NMD pathway (Figure 3), implying no direct connection between NMD- and uncapping-mediated degradation.

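Of 58 UPF targets in the paper's counts of Table S4, 23 had PARE reads in DW and 22 in DC, which is 39.7% and 37.9%. The odds ratio against the genome was 0.933 in DW (95% interval 0.526 to 1.62, Fisher's exact test p = 0.894) and 1.18 in DC (0.664 to 2.07, Fisher's exact test p = 0.579).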

### miRNA-mediated RNA degradation also makes contribution to the uncapped transcriptome

Endonucleolytic cleavage(s) mediated by miRNA-programmed RNA-induced silencing complexes (RISCs) could also produce 5'-phosphorylated RNAs, which could be detected by PARE [55,56]. In *Brachypodium*, approximately one-fourth of miRNAs showed altered expression (>3-fold) in cold stress. Among them, three conserved (miR169e, miR172b, miR397) and 25 predicted miRNAs respond significantly (≥5-fold) to cold treatment[57]. 

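Table 2 lists 39 targets, of which 34 are of category 0, meaning that the cleavage position has the most reads on the transcript. Sequences of the conserved miRNAs were not used here, so the position was taken as the one with the most reads over the 4 libraries after scaling. All 39 genes had PARE reads. Of the 34 category 0 genes, this position was the highest of the gene in DW for 17, in DC for 19, in DW replicate for 18 and in DC replicate for 15. The tags of 1 position were not always listed with the same sequence in each library. When tags of a gene within 2 mismatches of each other were joined, an alternative chosen after seeing the data, the position was the highest for 30, 30, 31 and 25 genes. For example, the tag AGCCTGTTGAAAACCAAACTAGAAAG of Bradi1g12650, a target of miR396, had 32 reads in DW and 208 in DC after joining, and 31 and 343 in the replicates.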

The target genes for most conserved miRNAs were identified by PARE analysis and most of them were conserved targets (Table 2). 

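Of the 34 category 0 targets, 31 had reads at the position in DW replicate or DC replicate and 26 in DW or DC. The position was taken from all 4 libraries, the replicates included, so reads in a replicate partly follow from that choice. With the same limit, 23 targets had the same highest position when only the replicate libraries were used. Reads at the position in all 4 libraries were found for 9 targets as listed, and for 26 when tags within 2 mismatches were joined. The change in PARE reads at the position, at ±1.5 on the log2 scale, was as marked in Table 2 for 15 targets in DC against DW and 13 in DC replicate against DW replicate, and for 26 and 21 after joining. The reads of the whole gene in DC against DW changed as marked for 31 of 34 category 0 targets and 36 of 39 targets. In edgeR over all 4 libraries, 23 positions had enough reads to be tested, and 12 were higher and 11 lower in cold. None had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. With the replicate block, whose pairing is taken from the labels (correlation of deviations 0.0621), there were 0 at either level, as for all 85245 tag starts tested with the block. After joining, 33 were tested, 20 higher and 13 lower, with 0 at an adjusted and 2 at an unadjusted p under 0.05. No start position at all passed the adjusted p then, of 149603 tested. The 2 were Bradi1g12650 and Bradi3g57320, a miR169 target marked as unchanged in Table 2. Bradi3g57320 had 80 reads in DC, 332 in DC replicate and none in the control libraries (log2 fold change 10.69, unadjusted p = 0.00744 and adjusted p = 0.135 from edgeR).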

The obtained targets were confirmed with biological replicate libraries for DW and DC (Table 2). For the 25 cold-responsive predicted miRNAs, corresponding cleavage remnants for some of them could be found in PARE libraries (Table S5 in Additional file 2).

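For the predicted miRNAs of Table S5, tags were searched on the named targets that begin where the miRNA would cut, with the first 10 nt pairing to its 5' end with up to 1 mismatch. The tag CTAAATTCTTGACTCAAATTTGCCCA, which pairs without mismatch with miR911T and miR926T, had 17 reads in DW replicate under Bradi1g58890, a putative F-box gene with 527 reads in that library, and none in the other libraries. The same tag was listed under Bradi3g47270. The tag CAAAATAAGTGACTTGGGTTTGTATA of Bradi2g50870, with 1 mismatch to miR917T and to miR922T, had 8 reads in DW only. The tag CTAAATACTTGTCGCTGTTTTAGTGC of Bradi4g38600, with 1 mismatch to miR911T and miR926T, had 11 reads in DC replicate only. At these depths, a change with cold treatment was not detectable.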

**Table 2:** The abundance of conserved bdi-miRNAs and their targets before and after cold treatment.

miRNA	Target gene	Function	Ca	miRNAC/W	mRNA C/W	De C/W
bdi-miR156	Bradi4g34667.1	Squamosa promoter binding protein	0	**-**	**-**	**-**
	Bradi3g03510.1	Squamosa promoter binding protein	3	**-**	**↓**	**-**
	Bradi1g26720.1	Squamosa promoter binding protein	3	**-**	**-**	**-**
	Bradi2g59110.1	Squamosa promoter binding protein	0	**-**	**-**	**↓**
bdi-miR160	Bradi3g06487.1	Glucosyltransferase-like protein	0	**-**	**↑**	**↓**
	Bradi1g33160.1	Auxin response factor	0	**-**	**-**	**↑**
	Bradi5g15904.1	Auxin response factor	0	**-**	**-**	**-**
	Bradi3g28950.1	Auxin response factor	0	**-**	**-**	**↑**
	Bradi3g49320.1	Auxin response factor	0	**-**	**-**	**-**
bdi-miR164	Bradi1g32660.1	NAC domain-containing protein	3	**-**	**-**	**-**
	Bradi3g46900.1	NAC domain-containing protein	2	**-**	**↓**	**↑**
	Bradi4g02060.1	NAC domain-containing protein	0	**-**	**-**	**-**
bdi-miR166	Bradi3g28970.1	HD-ZIPIII transcription factor	0	**-**	**-**	**-**
bdi-miR167	Bradi1g32547.1	Auxin response factor	0	**-**	**-**	**-**
bdi-miR168	Bradi1g29577.1	Argonaute 1-like protein	0	**-**	**↓**	**↓**
	Bradi3g05060.1	Hydroxyphenylpyruvatedioxygenase	0	**-**	**-**	**↑**
bdi-miR169	Bradi4g01380.1	Nuclear transcription factor	0	**-**	**↓**	**-**
	Bradi3g57320.1	Nuclear transcription factor	0	**-**	**-**	**-**
	Bradi1g11800.1	Uncharacterized protein	0	**-**	**-**	**-**
	Bradi1g72960.1	Nuclear transcription factor	0	**-**	**↓**	**-**
bdi-miR171	Bradi1g52240.1	Scarecrow-like protein	0	**-**	**↓**	**-**
bdi-miR172	Bradi5g24100.1	APETALA-like protein	0	**↑**	**-**	**-**
	Bradi2g37800.1	APETALA-like protein	0	**↑**	**↓**	**-**
	Bradi1g03880.1	APETALA-like protein	0	**↑**	**↓**	**-**
	Bradi1g30337.1	APETALA-like protein	0	**↑**	**↓**	**-**
bdi-miR393	Bradi5g08680.1	TIR1-like protein	2	**↑**	**↓**	**↑**
	Bradi2g35720.1	TIR1-like protein	0	**↑**	**-**	**↓**
bdi-miR394	Bradi2g59200.1	F-Box protein	0	**-**	**-**	**-**
bdi-miR395	Bradi1g09030.1	ATP-sulfurylase-like protein	0	**-**	**-**	**-**
bdi-miR396	Bradi3g44250.1	Serine/threonine-protein kinase	0	**↑**	**-**	**-**
	Bradi2g11230.1	PTI1-like protein	0	**↑**	**↓**	**-**
	Bradi4g16450.1	Uncharacterized protein	0	**↑**	**↓**	**↑**
	Bradi3g52547.1	Uncharacterized protein	0	**↑**	**↑**	**-**
	Bradi3g57267.1	Uncharacterized protein	0	**↑**	**↓**	**↑**
	Bradi1g12650.1	Uncharacterized protein	0	**↑**	**↓**	**↑**
	Bradi3g51685.1	Uncharacterized protein	0	**↑**	**↓**	**↑**
	Bradi1g50597.1	Uncharacterized protein	0	**↑**	N	**↑**
	Bradi1g09900.1	Uncharacterized protein	0	**↑**	**↓**	**-**
bdi-miR528	Bradi1g24125.1	Uncharacterized protein	0	**-**	**-**	**↑**

N: not detected. Ca: category of miRNA target identification. 0: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript; 1: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript; 2: >1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript; 3: >1 raw read at the position, abundance at position is equal to or less than the median for the transcript; De: PARE reads for miRNA target degradation products. W: sequencing data for non-cold-treated samples. C: sequencing data for cold-treated samples.: no significant changes (log_2 _fold of change was between ±1.5) was identified after cold treatment;: obvious upregulation (log_2 _fold of change >1.5) was identified after cold treatment;: obvious downregulation (log_2 _fold of change < -1.5) was identified after cold treatment. Only conserved miRNAs identified in [57] were involved in the target identification analysis. The miRNA target identification was performed with DW and DC library. The results were confirmed by DW replicate and DC replicate library. To avoid repetition, targets were shown for different members of one miRNA family only when these members exhibited different tend of change in cold stress response. Otherwise, the targets were only shown for the whole miRNA family. No target was detected for miR169e. To reduce the possibility of including false targets in our analysis, miRNA targets not identified in the biological replicate libraries were excluded. The miRNA targets with <5 raw reads at the potential cleavage position were also excluded.

The miRNA libraries, with (WC) and without (NC) cold-treatment, were prepared in the same way as PARE and RNA-Seq libraries[57], enabling direct comparison between different libraries for changes in miRNAs, their target genes, and corresponding degradation products. In *Brachypodium*, miRNAs play different kinds of roles in gene expression regulation. For example, miR393 was a cold-induced miRNA and its target, an F-box gene, was downregulated by cold stress [57](Table 2). Consistently, more miR393 cleavage products were detected by PARE after cold treatment (Table 2), revealing the dominant role of miRNA-mediated regulation. 

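Table 2 lists 2 targets of miR393, both TIR1-like genes. Bradi5g08680 is of category 2, for which the cleavage position has fewer reads than the highest position, and its cleavage position was not determined here. All PARE reads of this gene numbered 188 in DW and 571 in DC, and 549 and 840 in the replicates, with a log2 fold change of 1.67 over all 4 libraries (standard error 0.526, adjusted p = 0.145 from edgeR). For Bradi2g35720, which is of category 0 and whose reads are marked as decreased in Table 2, the highest position, with tags within 2 mismatches joined, had 49 reads in DW and 9 in DC, and 39 and 52 in the replicates. Its log2 fold change was -2.04 in DC against DW, 0.51 in the replicate pair and -0.47 over all 4 libraries (standard error 0.865, adjusted p = 0.980 from edgeR). For miR393, the paper gives the induction of the miRNA by cold, the lower abundance of its F-box target and the greater number of cleavage products, and concludes that miRNA-mediated regulation has the dominant role in this example.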

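Of the targets of miR396 marked as increased in Table 2, Bradi1g12650 had the largest change over all 4 libraries. With tags within 2 mismatches joined, its position had 32 and 31 reads in the control libraries and 208 and 343 in the cold libraries, a log2 fold change of 3.31 (standard error 0.535, unadjusted p = 0.00486 and adjusted p = 0.135 from edgeR). Bradi3g57267 had 22 and 86 reads in the control libraries and 124 and 221 in the cold libraries (log2 fold change 1.95, standard error 0.768, adjusted p = 0.351 from edgeR). Bradi4g16450 had 8 reads in DW and 27 in DC, but 28 and 23 in the replicates. Bradi1g50597 had 27 and 54 reads, and 34 and 39 in the replicates, with log2 fold changes of 1.40 and 0.30, within ±1.5 in both pairs. Bradi3g51685 had 10 reads in DC and none in the other 3 libraries.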

Similar miRNA-target interactions were also observed between miR396 and some of its targets (Table 2). For the other cold-induced conserved miRNAs, miR172, some of their target genes showed obvious decreases in transcript abundance after cold treatment. However, for these target genes, their corresponding degradation products were unchanged in cold stress response (Table 2), suggesting that miRNA-mediated degradation is not the only influencing factor involved in expressional regulation of these genes.

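For the 4 APETALA-like targets of miR172 in Table 2, reads at the highest position are given with tags within 2 mismatches joined. Bradi5g24100 had 41 reads in DW and 145 in DC, and 109 and 231 in the replicates. Its log2 fold change was 2.23 and 1.18 in the 2 pairs and 1.59 over all 4 libraries (standard error 0.613, adjusted p = 0.336 from edgeR). Bradi1g03880 had 17, 12, 24 and 18 reads in DW, DC, DW replicate and DC replicate, and Bradi1g30337 had 30, 10, 38 and 72 reads. Bradi2g37800 had 8 reads in DW, none in DC and 17 and 18 in the replicates. None of the 4 had an unadjusted p under 0.05 in edgeR. None passed an adjusted p of 0.05, but neither did any of the 149603 start positions tested after joining, so the adjusted p does not show these 4 to be unchanged. From the unchanged degradation products, the paper proposes that miRNA-mediated degradation is not the only factor for these genes.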

### Endonucleolytic cleavages, another contributing factor to the uncapped transcriptome, were identified and analyzed for its functional mechanism

In addition to the miRNA-directed internal cleavage pathway, is there any other endogenous cleavage pathway existing in plant? In our PARE analysis, several specific endogenous cleavages were mapped to sites unrecognized by any conserved or predicted miRNAs (Figure 4, Figure S8 in Additional file 1). 

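The sequences printed in Figure S8 were searched for among the tags of the named genes. A tag that begins directly after the printed cleavage site was taken as the product of that cleavage. The reads alone do not show how such an end arose. The paper also considers stalled exonuclease activity, and examined the 5' and 3' ends of some of these mRNAs by other assays. Other sources of these tags are left open in the additional observations. For 67 of the 90 sites a tag equal to the printed sequence was listed under the gene, for 2 more a tag with 1 mismatch was listed, and for the other 21 the closest tag was within 3 edits, an alternative chosen after seeing the data. The tags of 3 sites were also listed under another gene. Pairing of the sites with miRNAs was not tested here.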

For all of the transcripts involved in these endogenous cleavage events, PARE reads were identified only at these specific cleavage sites, no reads or reads with obviously lower abundance were identified at other positions (Figure 4b). Moreover, conserved motifs were found at the cleavage sites (Figure 4a, Figure S8 in Additional file 1).The way mRNAs cut in these endogenous cleavage events was quite different from that for miRNA- or siRNA-mediated degradation [55,58], excluding the possibility that they are guided by miRNAs or siRNAs. 

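The reads at a site were compared with all PARE reads of its gene. For the EW groups, which Figure S8 lists for DW only, the site took a median of 100% of the reads of the gene in DW over 28 sites matched exactly, and all reads of the gene lay at the site for 19 of them. In DW replicate, where the same genes had more reads, the median was 34.8% over 25 sites and 6 sites had all reads. For the EC groups, listed for DC only, the median was 100% in DC over 28 sites, 16 of which had all reads, and 36.7% in DC replicate over 27 sites, 11 of which had all reads. The site was the position with the most reads in each of these cases. Allowing 3 edits moved the median for EW in DW replicate to 19.3% over 35 sites, and that for the GONG groups in DW from 100% over 11 sites to 31.7% over 14 sites. Of the genes drawn in Figure 4b, Bradi2g47100 had 152 of 170 reads at the site in DC, or 89.4% (95% Wilson interval 83.9% to 93.2%), and 21 of 21 reads in DC replicate. Bradi1g31450 had 249 of 276 reads in DC, or 90.2% (86.1% to 93.2%), and 37 of 244 reads in DC replicate, or 15.2% (11.2% to 20.2%). Bradi4g29680 had 110 of 122 reads in DC, or 90.2% (83.6% to 94.3%), and 53 of 315 reads in DC replicate, or 16.8% (13.1% to 21.4%).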

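Each group of Figure S8 begins with its own bases directly after the cleavage site, which are TACA, TCAA, ATGT and TGGA followed by C or T for EW1 to EW4, CAGA, CAGG, TCAGA followed by C or T and TTCGA followed by C or T for EC1 to EC4, and AGAG and TTGGA for the GONG groups. Among all reads, the share that begins with these bases was compared between conditions. Reads with TCAGA and C or T made up 0.129% in DC and 0.0534% in DC replicate, against 0.0374% in DW and 0.0346% in DW replicate. Both cold libraries were above both control libraries (exact permutation test, 2-sided p = 0.333, the smallest p that 2 libraries against 2 allow). Without the sites of Figure S8 themselves, chosen after seeing the data, the shares were 0.0416% and 0.0392% in cold and 0.0374% and 0.0345% in control. Of the EW groups, EW1, EW3 and EW4 had lower shares of reads in both cold libraries than in both control libraries, with ratios of 0.768, 0.790 and 0.709 (exact permutation p = 0.333 for each). Without the sites of Figure S8 these ratios were 0.806, 0.840 and 0.882 (exact permutation p = 0.333 for each). For EC1 and EC2 the ratios were 1.11 and 1.13 (exact permutation p = 0.333 for each). Without the sites of Figure S8, the libraries overlapped for EC1 (ratio 1.06, exact permutation p = 0.667) and the ratio for EC2 was 1.11 (exact permutation p = 0.333). GONG1, whose sites are found in both conditions, had a ratio of 1.08, with both cold libraries above both control libraries too (exact permutation p = 0.333). Over distinct tags the difference for EW4 was reversed, the cold libraries being 0.00974 percentage points higher on average. For EW2 and EC4 the libraries of the 2 conditions overlapped (exact permutation p = 1 for each).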

Plant miRNAs/siRNAs have perfect or near-perfect complementarity to their targets and the cleavage site is located in the central region of the sequence spanned by the guiding small RNAs[55,58]. However, it is not the case for the identified endogenous cleavages, in which the cleavage sites are located at the 5' end of the conserved motifs. 

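For the 12 mRNAs of this group, named EC3 in Figure S8, a tag equal to the printed sequence was listed in DC for 9. With up to 3 edits it was listed for all 12, with 44 to 943 reads in DC. The largest numbers of reads were those of Bradi2g08890, a shaggy-related protein kinase gene whose tag TCAGACTGCTTTCGGCTTTTAAATTG had 943 reads in DC and 138 in DC replicate, and of Bradi3g29750, a serine/threonine kinase gene whose tag TCAGACCATACTGGCATTGTTTTCTG had 822 and 342 reads. In the control libraries neither tag was listed, while the genes had 306 and 1477 reads in DW and 2104 and 2091 reads in DW replicate at other positions. Of the 12 sites, 1 had reads in a control library, that of Bradi1g31450 with 7 reads in DW replicate. The log2 fold change of Bradi3g29750 over all 4 libraries was 12.39 (standard error 2.51, adjusted p = 0.138 from edgeR over 85245 tag starts).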

For example, 12 mRNAs in the DC library shared a consensus motif, in which '↓' stands for the cleavage site (Figure 4a).

**Figure 4:**
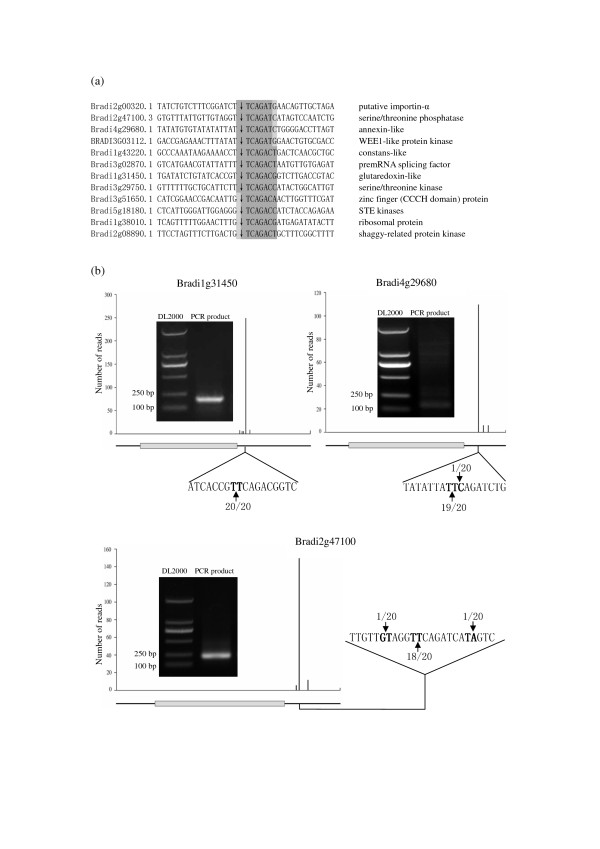
**Examples of endonucleolytic cleavages**.**(a)**A group of genes sharing a motif at the cleavage site which was indicated by'↓'. Those identified endonucleolytic cleavages were also found in corresponding biological replicate PARE libraries. **(b) **PARE reads were shown across the length of mRNAs for endonucleolytic-cleaved genes. Gray bars denoted the coding region of transcripts. The enlarged region showed the sequencing frequencies obtained using RNA Ligase-Mediated (RLM) 5'-RACE assay. The nucleotides in bold letters in the transcripts indicated the cleavages site detected in the PARE analysis. The black arrows indicated digestion sites verified by RLM 5'-RACE with the sequencing frequency (sequencing reads/total sequenced clones) of cloned PCR products. PCR products for the second round of RLM 5' RACE were also indicated, with DL2000 as molecular marker.

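Figure S8 names 90 genes with 1 site each. In DW, 40 of the 67 sites matched exactly had reads, with 6987 reads in sum, and in DC 39 had reads, with 4082 reads in sum. These are small parts of the 3997559 and 3369096 reads in the tables, and the reads of a tag shared by 2 sites, Bradi2g08287 and Bradi5g21650, enter the sum for each. Reads at single sites ranged from 9 to 1729 in DW for the EW groups and from 33 to 943 in DC for the EC groups, when sites within 3 edits were included.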

In PARE libraries, approximately 90 transcripts were found to be involved in the identified endogenous cleavage events, when only prominent endogenous cleavages were considered. 

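The groups of Figure S8 hold between 7 and 14 sites each. The 4 EW groups hold 9, 8, 7 and 14 sites, the 4 EC groups 9, 10, 12 and 7 sites, and the 2 GONG groups 7 sites each. Exact matches to the printed sequences were found for 7, 4, 5 and 12 sites of EW1 to EW4, for 9, 6, 9 and 4 sites of EC1 to EC4 and for 5 and 6 sites of GONG1 and GONG2.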

Ten endogenous cleavage groups were found based on conserved motifs identified at the cleavage sites. Endogenous cleavage groups with fewer than six group members were omitted from further analysis. Interestingly, about four-tenths of the identified endogenous cleavages were located in exons, and approximately six-tenths of them were located in the 3' UTR. Only a few of them were found in the 5' UTR region. These endogenous cleavages distributed randomly in PARE libraries, with no distribution preference identified for any type of genes, implying that this degradation mechanism may be independent of uncapping.

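Reads at the sites matched exactly were tested over all 4 libraries among 85245 tag starts with at least 10 reads in at least 2 libraries. Of the 28 EW sites, 25 were tested and all 25 were lower in cold, with a median log2 fold change of -8.37. Of the 28 EC sites, 24 were tested and all 24 were higher, with a median of 8.83. The paper had grouped these sites as found only in DW or only in DC. Both libraries are in the fit, so direction and size largely follow from that choice. None of these sites had an adjusted p under 0.05 in edgeR, the lowest being 0.136, while 23 EW and 23 EC sites had an unadjusted p under 0.05. No tag start at all passed, although 18146 had an unadjusted p under 0.05. With the replicate as a block, its pairing taken from the labels (correlation of deviations 0.0621 for genes), 0 sites passed and 0 had an unadjusted p under 0.05, and this held for all 85245 tag starts. DESeq2 moved the number most. It gave 2 EW sites with an adjusted p of 0.0205, which are the same tag listed under Bradi2g08287 and Bradi5g21650, and 0 EC sites, the lowest being 0.0556. Of the 11 GONG sites tested, 4 were lower and 7 higher in cold, with a median log2 fold change of 0.19 and a highest of 1.25, and 0 had an unadjusted p under 0.05. A log2 fold change against no reads depends on the small count that the tools add.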

A significant portion of the identified endogenous cleavage groups were cold-stress-responsive. Four groups were identified only in the DW library and four groups were found only in the DC library. These endogenous cleavage groups were also identified in corresponding biological replicate PARE libraries, except for a few genes with relatively low reads (Figure S8 in Additional file 1). 

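Of the 28 EW sites matched exactly, 28 had reads in DW and 0 in DC, with 6211 and 0 reads in sum. Of the 28 EC sites, 28 had reads in DC and 1 in DW, with 3340 and 11 reads in sum. All 11 GONG sites had reads in both. A tag without reads had fewer than 6, since smaller counts were left out by the authors, but its position may be listed under another sequence. Of 42 sites compared after tags within 2 mismatches were joined, 40 stayed without reads in the other condition. With sites within 3 edits included, 38 of 38 EW sites had reads in DW and 2 in DC, and 38 of 38 EC sites had reads in DC and 1 in DW. Some genes had many reads at other positions in the library where the site had none. Bradi1g06860, in the group EW3, had 805 of 11780 reads at the site in DW and none of 13680 in DC, and Bradi2g15630, in the group EC1, had 116 of 595 reads at the site in DC and none of 4496 in DW.

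**Figure D2:**
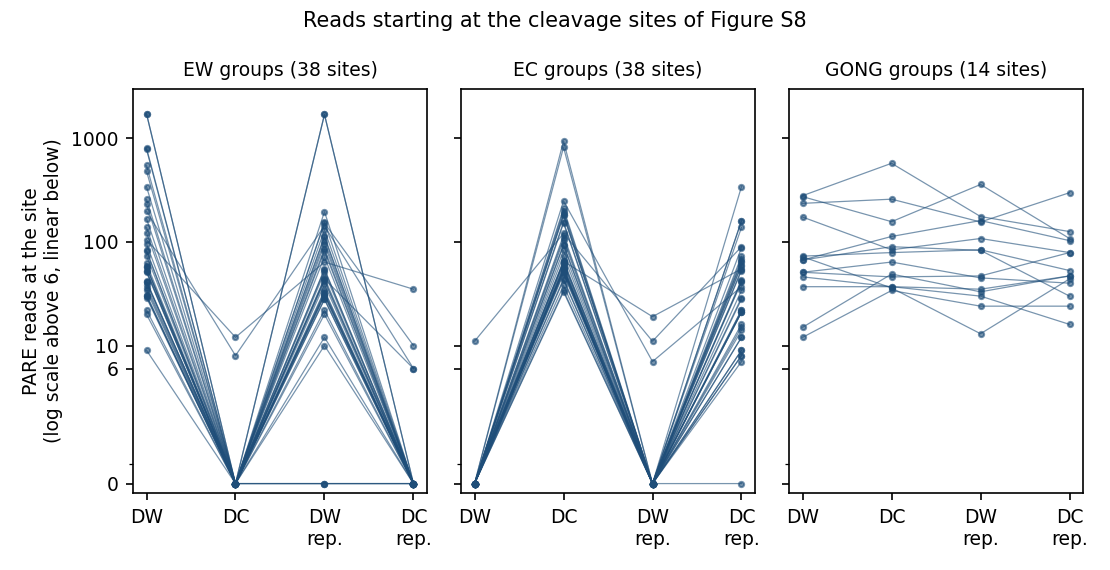
PARE reads starting at each cleavage site of Figure S8 (vertical axis, log scale above 6 reads and linear below) in DW, DC, DW replicate and DC replicate (horizontal axis). Each line is 1 site, with sites within 3 edits of the printed sequence included. The 38 EW sites have 9 to 1729 reads in DW and up to 12 in DC, and up to 1702 in DW replicate and 35 in DC replicate. The 38 EC sites have 33 to 943 reads in DC and up to 11 in DW, and up to 342 in DC replicate and 19 in DW replicate. The 14 GONG sites have reads in every library.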

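In DW replicate, 25 of the 28 EW sites matched exactly had reads, with 4734 reads in sum, and in DC replicate 1 had reads, with 10 reads. For the EC sites, 27 of 28 had reads in DC replicate, with 1506 reads in sum, and 2 in DW replicate, with 18 reads. With sites within 3 edits included, the median was 60 reads in DW and 44.5 in DW replicate for EW, and 65.5 reads in DC and 35.5 in DC replicate for EC. The 4 sites without reads in the replicate of their condition, 3 of EW and 1 of EC, are the 4 underlined in Figure S8. They had 30, 30, 57 and 38 reads in the first libraries. In both libraries of the other condition, 34 of 38 EW sites and 35 of 38 EC sites had no reads. Among sites whose genes had at least 100 reads elsewhere in both of those libraries, 16 of 18 EW sites and 8 of 11 EC sites had none. The groups were chosen as found in only 1 of DW and DC, so these counts were largely fixed by that choice.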

Conservation analysis was performed for the conserved motifs identified in these endogenous cleavage groups. The identified motifs expressed different levels of conservation in barley, wheat and rice, but not in *Arabidopsis *(Table S6 in Additional file 2).

No clear functional connection was detected among group members, but a significant portion of them encoded enzymes catalyzing various kinds of biological reactions (Figure S8 in Additional file 1). Of the 12 mRNAs shown in Figure 4, about half of them were enzyme genes (Figure 4). For the DW- or DC-specific endogenous cleavage groups, group members always encoded proteins involved in stress responses. For example, the DC-specific endogenous cleavage group was shown in Figure 4a. Among them, sterile (STE) kinases, serine/threonine kinase, erine/threonine phosphatase, and shaggy-related protein kinase are well known for their roles in stress signal transduction[59-62]. Glutaredoxins belong to glutathione-dependent disulfide oxidoreductases that are involved in oxidative stress responses [63]. Annexins, WEE1-like protein kinase and importin-α have also been reported to be involved in plant stress responses[64-67]. The premRNA splicing factor, ribosomal protein as well as zinc finger protein are implicated in various kinds of cellular processes, including stress responses[68-71].

These observed endogenous cleavages could be made by endonucleolytic enzymes, or be the results of stalled exonuclease activity. If the second case is true, the 5' cap structure and 3' poly(A) tail of their mRNAs would probably be destroyed. To explore the mechanism responsible for these endogenous cleavages, quantitative splinted-ligation reverse transcriptase polymerase chain reaction assay (qSL-RT-PCR) and ligation-mediated poly(A) test (LM-PAT) assay were employed to determine whether these endogenously cleaved mRNA shad intact 5' and 3' end structures, respectively[72,73]. Genes involved in endogenous cleavage events were randomly selected for further analyses. To obtain clear and stable results, genes with low expression levels were not included.

The qSL-RT-PCR assay showed that no RT-PCR products were identified for Bradi2g24790, Bradi2g35600, Bradi3g08917, and Bradi4g28400 (Figure 5), indicating that the anchor RNA could not be ligated to 5'end of these mRNAs because of their intact 5' cap structures. After mRNAs were decapped with Tobacco Acid Pyrophosphatase (TAP), RT-PCR products were detected, suggesting that the qSL-RT-PCR system works well (Figure 5). The results of the qSL-RT-PCR indicated that all the analyzed transcripts had intact 5'cap structures.

**Figure 5:**
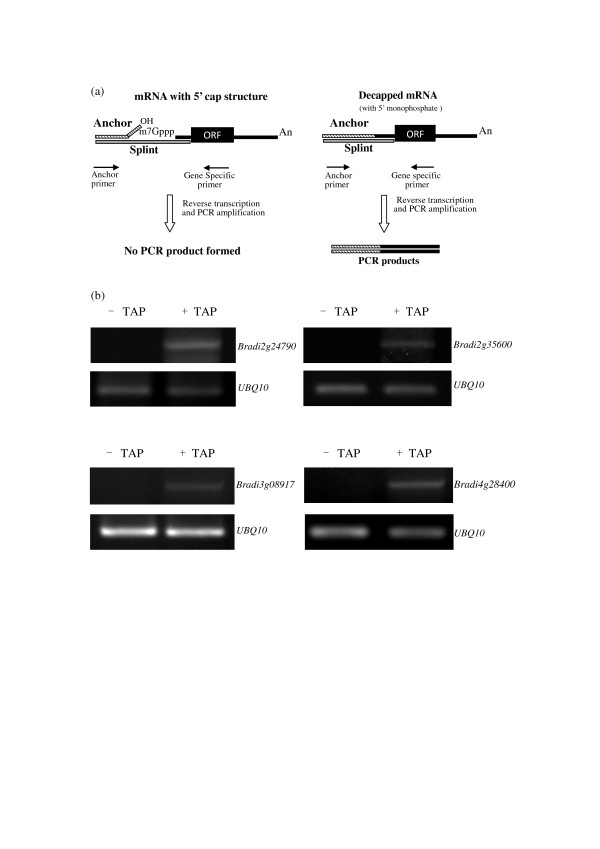
**qSL-RT-PCR assay exploring the 5' cap structure of mRNAs involved in endonucleolytic cleavages in *Brachypodium***. **(a) **Schematic diagram of the qSL-RT-PCR. Solid line: mRNA; Solid rectangle: ORF (open reading frame). The mRNAs containing a 5' cap cannot be ligated to Anchor RNA, but uncapped RNAs, with a 5' monophosphate, can be ligated to the Anchor RNA 3' hydroxyl mediated by complementary DNA Splint oligonucleotides. The ligated RNA is converted to cDNA by reverse transcription with a reverse gene-specific primer. The resulting cDNA is then detected by PCR using gene-specific primer and Anchor primer (a forward primer that anneals to the anchor region). **(b) **Total RNA were treated with (+) or without (-) Tobacco Acid Pyrophosphatase (TAP), an enzyme removing the cap structure from capped mRNA, then annealed with anchor RNA and complementary DNA Splint oligonucleotides. The ligated RNA was converted to cDNA by reverse transcription and the resulting cDNA was detected by PCR, amplified for 30 cycles (+TAP) and 37 cycles (-TAP), respectively. The mRNAs treated with TAP were used as positive control. The *ubiquitin10 *(*UBQ10*) cDNA was used as a control to normalize the amount of cDNA in samples, and 22 cycles were run for *UBQ10 *amplification.

In the LM-PAT assay, poly(A) tail lengths were measured for Bradi2g24790 Bradi2g35600 and Bradi4g28400, which were involved in cold-responsive endogenous cleavage events (Figure S8 in Additional file 1). An endogenous-cleavage-unrelated type II gene, Bradi1g56580, was used as a positive control. As shown in Figure 6, the size of the PCR product for Bradi1g56580 decreased after cold treatment, indicating that the LM-PAT analysis system works. No obvious change was observed in the LM-PAT assay for Bradi2g24790 Bradi2g35600 and Bradi4g28400 (Figure 6), indicating that their mRNA poly(A) tail length did not change after cold treatment. The results of the LM-PAT indicated that although the analyzed transcripts were involved cold-responsive endogenous cleavages, their mRNA poly(A) tail lengths did not respond to cold treatment.

**Figure 6:**
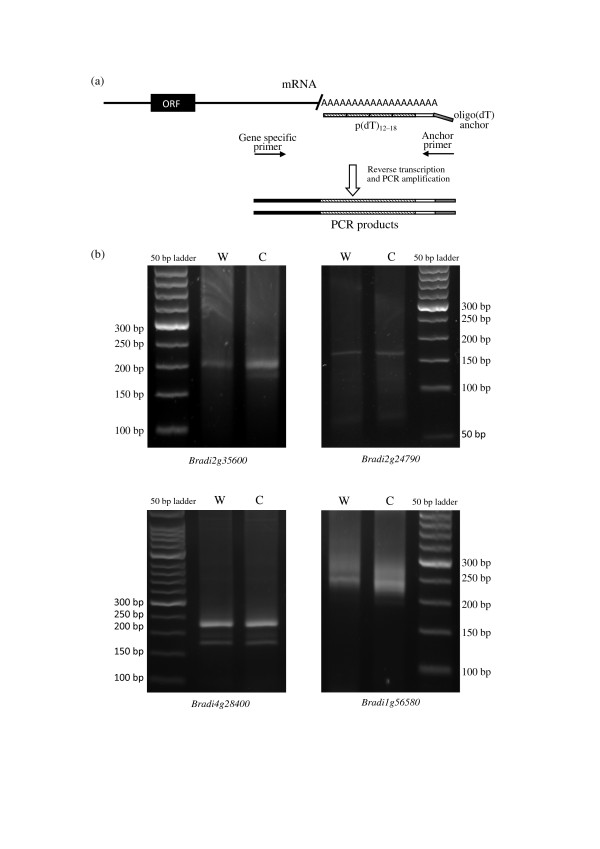
**LM-PAT assay measuring the mRNA poly(A) tail length for genes involved in endonucleolytic cleavages in *Brachypodium***. **(a) **Schematic diagram of the qSL-RT-PCR. Solid line: mRNA; Solid rectangle: ORF (open reading frame). The mRNA is saturated with p(dT)_12-18 _(small rectangles filled with oblique lines)_, _which allows the ligation of adjacent ones. Then, oligo(dT) anchor is ligated to the 3'- most oligo(dT) (small empty rectangle). The synthesis of cDNA from the RNA sample is carried out using the oligo(dT) anchor. PCR is performed with oligo(dT) anchor primer and gene-specific primer. **(b) **Total RNA was extracted from *Brachypodium *seedlings with (C) and without cold treatment (W). Bradi1g56580, an endogenous-cleavage-unrelated type II gene, was used as positive control. PCR products from the LM-PAT assay were analyzed on 2.2% Metaphore agarose gels.

## Discussion

In response to cold stress, eukaryotic cells effectively regulate gene expression through rapidly adjusting their transcriptome[74-76]. Transcript abundance is the equilibrium between the rates of mRNA synthesis and degradation. Up to now, relatively little is known about mRNA degradation. Although the involvement of PBs in stress responses suggested that mRNA decay, especially the decapping pathway, may play a role under stress condition, further experimental evidence is needed in this area. To a certain extent, mRNA degradation is only assumed to be a factor determining the speed by which the transcript abundance is adjusted[77]. Our results indicated that mRNA degradation did play a role in the regulation of steady-state transcript abundance. For example, the opposite change of transcript and uncapped transcript abundance for type III genes uncovered the obvious contribution of uncapping to gene expression regulation (Table 1). Moreover, genome-wide analysis of mRNA degradation under cold stress will deepen our understanding of mRNA degradation and stress response mechanism in plants.

### Different mRNA degradation patterns were uncovered during cold stress responses

Cold stress exerted a clear effect on the uncapped transcriptome. When both gene transcription and transcript degradation were taken into consideration, genes were classified into four groups according to their alternation patterns in response to cold stress (Table 1).

For type I genes, the abundance of transcripts and uncapped transcripts changed in the same direction after cold treatment (Table 1). The mRNA half-life analysis indicated that the overall mRNA stability of type I genes changed during cold stress (Figure 2, Figure S5 in Additional file 1), suggesting that mRNA stability, in addition to transcription, also plays an important role in determining steady-state mRNA abundance. Base on present data, it is not easy to deduce how the uncapping-dependent stability changed for type I genes under cold stress condition.

For type II genes, uncapped transcripts changed significantly after cold treatment, but their transcript abundance remained unchanged (Table 1), suggesting a balance between transcription and transcript degradation. Specific sequence features were identified for type II genes (Figure S6 in Additional file 1), implying a specific regulation mechanism for this group of genes.

For genes belonging to type III, the abundance of their transcripts and uncapped transcripts changed in opposite directions after cold treatment (Table 1). Because the uncapped transcript level is affected by both transcript abundance and its degradation rate, the opposite changes in transcript and uncapped transcript abundance indicate that uncapping did play a role in the regulation of gene expression. For type III genes, no clear relationship was detected between the overall mRNA stability measured with cordycepin-treatment and uncapping-mediated mRNA degradation, implying that uncapping may not be the key factor determining the overall mRNA stability for this group of genes (Figure 2, Figure S5 in Additional file 1).

For type IV genes, their uncapped transcripts remained unchanged after cold treatment although their transcript levels showed obvious alterations (Table 1). For these genes, the opposite changes in transcription and uncapping-mediated degradation reached a balance to ensure that their uncapped transcripts remained stable during cold stress. Now it is not easy to deduce the biological significance of this balance. Translation-related genes were obviously over-represented for type IV genes in GO analysis (Figure 1), implying that some kind of regulation mechanism, preferentially controlling translation, may exist for this group of genes.

The mRNA degradation products from cold-responsive genes account for a proportion of the sequences with high sequencing reads in the DC library (Table S2 in Additional file 2). However, only slight enrichment was observed for stress-related genes in GO analysis (Figure S4 in Additional file 3), implying that the effect of uncapping-mediated degradation cold-stress-related transcripts may be limited to a small group of genes.

### Uncapping plays an important role in gene expression regulation for the light-harvesting process of photosynthesis under cold stress

During cold stress response, the steady-state transcript abundance for type II genes was stable during cold stress, but their uncapping-dependent transcript stability showed significant changes (Table 1). According to GO analysis on type II population, clear over-representation was detected for light harvesting process of photosynthesis (Figure 1). This result, together with the widely accepted important roles of photosynthesis[40-42], led us to further dissect this group of genes. The overall mRNA stability was analyzed for all types of genes, and only light-harvesting-related genes in type II showed opposite alternation trends for uncapping-mediated degradation products and the overall mRNA stability during cold stress response (Figure 2, Figure S5 in Additional file 1), implying that uncapping might be the key factor in determining the overall mRNA stability for this group of genes.

What is the functional significance of this uncapping-mediated regulation mechanism for light-harvesting-related genes during cold stress? Photosynthesis is involved in the first group of biological processes influenced by temperature fluctuation [78,79]. Low temperature causes an energy imbalance in photosynthesis, which results in photoinhibition[78,80]. Annual cold tolerant plants show a decrease in light-saturated rates of CO_2 _uptake in response to a sudden low temperatures stimulus, which is followed by a strong recovery of photosynthesis once their leaves are acclimated [81,82]. For these plants, the photosynthesis activity shows reverse trends of change in short-term and long-term cold responses[78]. One possible explanation of our results is that the expression levels of light-harvesting-related genes remained unchanged to save energy and materials at the middle stage (the stage during which our experiment was performed) of cold response, but their uncapping-dependent transcript stability altered markedly, to prepare for a quick and significant change at gene expression level in case the energy balance in photosynthesis broken and the expression of light-harvesting-related genes needs to be altered instantly under cold stress.

### Decapping, among all the degradation pathways, contributes most significantly to the uncapped transcriptome

In this study, a complete view of the uncapped transcriptome was obtained through PARE analysis. There are different degradation pathways in plants. Up to now, our understanding of them is fairly rudimentary, with several issues remaining to be addressed[3-5]. Based on currently available information, enrichment analysis was carried out and the results indicated that decapping pathway, whose products are 5'-phosphorylated RNAs, is the main contributor to the uncapped polyadenylated degradome (Figure 3).

In addition to the decapping pathway, the NMD and miRNA-directed RISC degradation can also produce 5'-phosphorylated RNAs, which could be identified by PARE. The degradation products for thousands of genes were identified in PARE libraries, and only dozens of them were found to be miRNA targets in our study (Table 2, Table S5 in Additional file 2). To exclude the confusion caused by false miRNA targets, targets with relatively low credibility were not included in our analysis (Table 2). The total number of miRNA targets, therefore, may be underestimated in our study. Up to now, the number of experimental identified miRNAs is limited for monocots[28,83]. However, hundreds or even thousands of miRNA targets have been predicted by software according to the information provided by presently available database for plant miRNA targets[84], suggesting the existence of unidentified miRNA targets. Thus, miRNA-mediated degradation did make contribution to PARE libraries, but presently it is hard to tell its extent when taking the limitation of tools used for miRNA target identification into consideration.

Only limited information is available for NMD pathway in plants [3]. Recent studies showed that both long 3'UTRs and 3' UTR-located introns can efficiently induce NMD in plants and 3'UTR-bound exon junction complex (EJC) is required for intron-based plant NMD[85]. However, the position of NMD in the whole mRNA decay system is still unclear in plant. In the enrichment analysis of PARE library, no statistically significant enrichment was detected for targets of the key component of NMD (Figure 3), providing a clue that NMD may not have close connection with uncapping in plant.

Although the degradation complexes are conserved, they may have different sets of targets in dicots and monocots. Also, it is possible that other undetected degradation complexes may exist in plants. Up to now, relatively little is known about plant degradation pathways. More information is needed for us to better understand their contribution to uncapped transcriptome.

### Endonucleolytic cleavage, identified by PARE, plays a role in the regulation of gene expression, especially under cold stress

The decay of RNA in eukaryotes has long been assumed to be executed mainly by exoribonucleases[86-89]. Recently, however, there are more and more reports demonstrating the involvement of endoribonucleases in RNA turnover [29,90]. In addition to the enzymes displaying endoribonucleolytic activity in general processes associated with RNA metabolism, several endoribonucleases have close connections with specific signals, including stress stimuli[91]. For example, the angiogenin, an RNase A protein with endonucleolytic activity, and endonuclease PMR1 have been proved to be involved in stress response [92-95]. As far as we know, there is no such kind of report in plants. In this study, a series of cold-stress-responsive endogenous cleavage events were detected in PARE libraries, demonstrating the existence of this mechanism in plants. Similar endogenous cleavage events have been reported in mouse[29]. Although PARE analyses have also been performed in plants[25-28], the purpose of those studies is to identify potential miRNA targets, with almost no attention paid on endogenous cleavages.

The mRNAs involved in cold-responsive endogenous cleavage events had intact 5'cap structures and 3'poly(A) tails with unchanged length after cold treatment (Figure 5, Figure 6), suggesting that these endogenous cleavages have no direct connection with decapping and deadenylation. The motifs identified for endogenous cleavage events were not highly conserved (Table S6 in Additional file 2), suggesting that endogenous cleavages may choose different groups of genes as targets in different plant species. The endogenous cleavages distributed randomly among different types of genes. Most of these endonucleolytic cleavages were either cold-induced or cold-suppressed, and their targets were mostly genes involved in cold stress responses (Figure 4, Figure S8 in Additional file 1), suggesting that endonucleolytic cleavage may exert its function in cold stress response. After endonucleolytic cleavage, mRNA degradation can proceed in both 3'-5' and 5'-3' directions, which enabled prompt degradation of the entire transcript. Thus, it is quite possible that the identification of endonucleolytic cleavages uncovers an efficient way to modulate gene expression during cold stress responses.

The mRNA degradation, one of the key parameters determining steady-state gene expression levels, is a complicated and well-ordered process, controlled by multiple mechanisms[96]. Our understanding of mRNA decay system is far from complete, with several pathways remaining unknown. The identification of endonucleolytic cleavages revealed another way of degradation, especially under cold stress condition. With current knowledge of mRNA degradation, the biological significance of this mechanism is still not clear. More efforts are needed in this area to further understand this mechanism and its connection with other degradation pathways.

## Conclusions

Our global analysis provides a complete view of uncapping-mediated mRNA degradation and its related degradation pathways under cold stress. Specific degradation patterns have been uncovered. Endonucleolytic cleavages, another way to modulate gene expression in cold stress response, were revealed. Our results will not only deepen our understanding of mRNA degradation under stress condition, but also help us to gain deeper insight into the cold stress response mechanism of economically important winter-habit crops and biofuel grasses, which has close evolutionary relationship with *Brachypodium*.

## Materials and methods

### Plant material and growth conditions

Seeds of the *Brachypodium distachyon *(L.) Beauv. diploid line ABR5 were placed in petri dishes containing 2 layers of damp sterile filter paper. The seeds were first stratified at 4°C for 1 week to promote synchronous germination, then grown in a growth chamber at 24°C under a 16 h/8 h (light/dark) photoperiod with light intensity of approximately 5,000 lux.

### PARE analysis

Total RNA was extracted from 12-day-old ABR5 seedlings using the mirVana miRNA Isolation Kit (Ambion, Austin, USA) following the manufacturer's protocol. The aerial part of seedlings treated or untreated with cold stress (4°C for 24 h) were pooled and used for construction of the DC or DW library, respectively. PARE libraries were prepared according to [24] in principle. Modification was made according to [97]. Sequencing was performed on Illumina GAIIx by LC Sciences (Houston, TX, USA).

Raw sequencing reads were obtained using Illumina's Pipeline V1.5 software. After removing sequences corresponding to known rRNAs, tRNAs, small nuclear RNAs, small nucleolar RNAs, and repeats/transposons[98,99], the remaining sequences were mapped to the *Brachypodium *genome[33] using bowtie[100], allowing one mismatch. Low quality reads and low frequency reads (≤5) were omitted from further analysis. For PARE reads mapped to multiple positions, reads were divided among different positions. *Brachypodium *draft genome sequences[101] and V1.2 annotation was obtained from [33]. Custom Perl scripts were used to identify the total reads for specific transcripts. For comparison, the DC library was normalized to the DW library based on the population size of the genome-mapped reads (Table S1 in Additional file 2). Genes with log_2 _fold of changes ≥1.5 were considered as upregulated genes and genes with log_2 _fold of changes ≤-1.5 were considered as downregulated genes.

### RNA-Seq

Total RNA was extracted with the mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA) from 12-day-old ABR5 seedlings, which were grown and cold-treated in the same manner as for the PARE libraries. The mRNAs were enriched by using oligo(dT) magnetic beads and broken into short fragments (about 200 bp). The first strand cDNA was synthesized using random hexamer primer with mRNA fragments as templates. DNA polymerase I (Epicentre^® ^Biotechnologies, Madison, WI, USA) was used to synthesize the second strand. The double-strand cDNA was purified with the QiaQuick PCR extraction kit (Qiagen). Then, sequencing adaptors were added and the obtained fragments were purified using agarose gels and enriched by PCR amplification. The resultant products were used for sequencing analysis via Illumina HiSeq™ 2000.

After low quality reads were removed, Illumina sequencing reads were mapped to the *Brachypodium *genome[33] using SOAP[102], allowing two mismatch. Gene expression profiles were obtained with reference to the *Brachypodium *V1.2 annotation[33]. The population size of the genome-mapped unique reads for RC library and RW library was similar, enabling direct comparison. Genes with log_2 _fold of changes ≥1.5 were considered as upregulated genes and genes with log_2 _fold of changes ≤-1.5 were considered as downregulated genes.

### Bioinformatics analysis

All the sequences used for mRNA feature analysis were downloaded from the *Brachypodium *website[33]. As described above, the *Brachypodium *V1.2 annotation was employed in this analysis. Conserved motifs were identified by MEME software [48]. Gene Ontology analysis was performed using agriGO[38]. All other sequence feature analyses were performed using custom scripts in Perl.

For miRNA target identification, PAREsnip[103] was used to detect potentially cleaved targets based on degradome sequences, with *Brachypodium *transcripts (V1.2) and miRNA sequence as input. Conserved miRNA sequences were downloaded from miRBase[104] and *Brachypodium*-specific miRNA sequences were obtained from previous publication [57].

### Enrichment analysis

Enrichment analyses were performed with Fisher's exact test. For the decapping pathway, target sets for TDT (88 genes), the mRNA-decapping enzyme, were analyzed[49]. For the deadenylation pathway, target sets of PARN (135 genes), the poly(A)-specific ribonuclease, were analyzed[50]. For the nonsense-mediated decay (NMD) pathway, target sets of UPF (58 genes), an RNA helicase in the NMD, were analyzed[51]. Target sets of RRP4 (119 genes), a core component of the exosome, were also analyzed[52]. Their presence in the DW and DC libraries was analyzed using the whole *Brachypodium *genome as background. The two-tail *P *value was calculated using online software [105]. Only genes represented in the *Brachypodium *V1.2 annotation [33] were considered in the analysis.

### Total mRNA stability measurement

Total mRNA stability was measured through inhibiting transcription with cordycepin treatment[39,106-108]. The middle part of the primary leaves from 12-day-old *Brachypodium *seedlings with (CD) and without (WT) cold treatment (4°C, 24h) were used. Cordycepin treatment was performed as described[39]. The 3-cm leaf segments were incubated with 600 µM cordycepin solution with regular shaking at 22°C for 7h. Then tissue samples were harvested at regular intervals (1h, 2h, and 4h) and quickly frozen in liquid nitrogen. Total RNA was isolated as described above. Two microgram of total RNA was used for reverse transcription with SuperScript II reverse transcriptase (Invitrogen). The obtained cDNAs were quantified and used as template for quantitative PCR using SYBR Green PCR Master mix (Applied Biosystems, Foster City, CA, USA). For both WT and CD samples, mRNA abundance for the time zero was arbitrarily set to 1 and mRNA abundance for the other time points is shown as the relative value of time zero. Quantitative PCR reactions were repeated three times.

### RLM 5'-RACE

RLM 5'-RACE was conducted using the GeneRacer kit (Invitrogen). Total RNA was isolated as described above. Total RNA was ligated to the GeneRacer RNA Oligo adaptor (5'-CGA CUG GAG CAC GAG GAC ACU GAC AUG GAC UGA AGG AGU AGA AA-3'), then reverse transcription was performed with SuperScript II reverse transcriptase (Invitrogen) using oligo(dT) or gene-specific primers. The obtained cDNAs were subjected to two rounds of PCR amplification (30 to 35 cycles). Primers specific to the RNA Oligo adapter and primers specific to the target genes were designed. For Bradi1g31450,5'-CGA GGA CAC TGA CAT GGA CTG AAG GAG TAG AA-3' (BRADI1G31450-1-F) and 5'-TTG TAG ACA GTG CTA AGC TTC AAG GAC AGG CG-3' (BRADI1G31450-1-R) were used for the first round PCR; BRADI1G31450-1-F and 5'-CGA GCT ATG TCT GAT AGG ACA GAA CAA ATT TCA-3' (BRADI1G31450-2-R) were used for the second round PCR. For Bradi2g47100, 5'-GAG GAC ACT GAC ATG GAC TGA AGG AGT AGA-3' (BRADI2G47100-1-F) and 5'-AGC TGC AAC TCA GAA CGA AAG CTA AAG AG-3' (BRADI2G47100-1-R) were used for the first round PCR; BRADI2G47100-1-F and 5'-AAC AGA GCC AAG CCT GTT TGT GTT GC-3' (BRADI2G47100-2-R) were used for the second round PCR. For Bradi4g29680, 5'-ACT GGA GCA CGA GGA CAC TGA CAT-3' (BRADI4G29680-1-F) and 5'-AAC AGC GTG CAA CCA TTG AAA CCA GGA CAC-3' (BRADI4G29680-1-R) were used for the first round PCR; BRADI4G29680-1-F and 5'-CCG ATT ACA GTC ACC GAA CGA AAT GAC-3' (BRADI4G29680-2-R) were used for the second round PCR. Amplification products from a single band were cloned using the TOPO TA cloning kit (Invitrogen) and sequenced.

### qSL-RT-PCR

qSL-RT-PCR was performed as described previously[72]. Total RNA was extracted as described above and mixed with RNA Oligo adaptor (sequence was provided in RLM 5'-RACE) and complementary DNA Splint oligonucleotides, catalyzed by T4 DNA ligase (Promega, Madison, WI, USA). The mRNAs containing a 5' cap could not be ligated, whereas decapped RNAs with a 5' monophosphate could be ligated with RNA Oligo adaptor. After ligation, the DNA splints were destroyed by RQ1 DNase (Promega).The ligated RNAs were converted to cDNAs by reverse transcription with a reverse gene-specific primer (GSP-R). The resulting cDNAs were then detected by PCR using GSP-R and a forward primer annealing to the RNA Oligo adaptor (adaptor Primer). The reverse transcription and PCR amplification was performed as described above. PCR amplification was run for 30 cycles (+TAP) and 37 cycles (-TAP) for target genes and 22 cycles for *UBQ10*. Primers and DNA Splints used were: for Bradi2g35600, 5'-CGC TGC TAG GGT TTG ACG GTT TTG GTT GGT TTT CTA CTC CTT CAG TCC ATG TCA GTG TCC TCG TGC TCC AGT CG-3' (Bradi2g35600DNAsplint), 5'-GAC TGG AGC ACG AGG ACA CTG ACA T-3' (Bradi2g35600anchor) and5'-GTC GTT GCT GGA CTG GGC CAT CTC TT-3' (Bradi2g35600reverse); for Bradi2g24790, 5'-GCG AGA AGG TGG GGA GGT TTT GGA GGA AGG TTT CTA CTC CTT CAG TCC ATG TCA GTG TCC TCG TGC TCC AGT CG-3' (Bradi2g24790DNAsplint), 5'-GAG GAC ACT GAC ATG GAC TGA AGG AGT AGA-3' (Bradi2g24790anchor) and 5'-ACG AGA GGA AAT AAG GAG ATC CCT CGC T-3' (Bradi2g24790Reverse); for Bradi3g08917, 5'- GAC GGA GCA AGA ACC CGC CGCCGC CAA CCA TTT TCT ACT CCT TCA GTC CAT GTC AGT GTC CTC GTG CTC CAG TCG-3' (Bradi3g08917DNAsplint), 5'-AGG ACA CTG ACA TGG ACT GAA GGA GT-3' (Bradi3g08917anchor) and 5'-TCC AGA GCC AAT GCA TGG ATC AAC AC-3' (Bradi3g08917Reverse); for Bradi4g28400, 5'-GGT TCA GCT CCA ACA ACC TCC ATT CCC ATG TCC CTT TCT ACT CCT TCA GTC CAT GTC AGT GTC CTC GTG CTC CAG TCG-3' (Bradi4g28400DNAsplint), 5'-CTG ACA TGG ACT GAA GGA GTA GAA AGG G-3' (Bradi4g28400anchor) and 5'-CTT AGG GTC CTC AAA TGA TCG GAC CTT G-3'(Bradi4g28400Reverse); for *ubiquitin10 *(*UBQ10*),5'-TCC TCT GAC ACA ATC GAC AAC-3' (UBQ10For) and 5'-TCC TGG ATC TTT GCC TTC AC-3' (UBQ10Rev).

### LM-PAT assay

LM-PAT assays were performed as previously described [73]. The total RNA (250 ng) was incubated with 20 ng phosphorylated oligo(dT)_12-18 _[p(dT)_12-18_] at 65°C for 10 min, then 42°C for 30 min in the presence of T4 DNA ligase (Promega). Then, 200 ng oligo(dT) anchor (5'-GCG AGC TCC GCG GCC GCG TTT TTTTTT TTT-3') was added and the temperature was lowered to 12°C for 2 h so that the oligo(dT) anchor could be annealed to the unpaired ends. This ligated primer was then used for reverse transcription, catalyzed by AMV reverse transcriptase (Promega) at 42°C for 1 h. The first-strand cDNAs were synthesized and used as template for PCR with oligo(dT) anchor primer and gene-specific primer. PCR was performed as described above and primer used was: for Bradi1g56580, 5'-GGC AAT GCG CCA TGT GTG TAT GTA-3'; for Bradi2g24790, 5'-TGG CTC TGC CTT ATT TCA ATT ACT TGA TGC TT-3'; for Bradi2g35600, 5'-CGA GTG TTC GAA ATA AGT AAG CCG TCA GG-3'; forBradi4g28400, 5'-AGT CAA TTC AGC TTG GAT CAG CCC-3'.

### Data availability

Raw data files have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) with accession number GSE48040 and GSE48234.

## Abbreviations

*COR*: cold regulated gene; DC: PARE library to analyze the RNA degradome of *Brachypodium *seedlings with cold treatment; DW: PARE library to analyze the RNA degradome of *Brachypodium *seedlings without cold treatment; GO: Gene Ontology; LM-PAT: ligation-mediated poly(A) test; mRNA: messenger RNA; mRNPs: messenger ribonucleo proteins; ncRNAs: non-coding RNAs; NMD: nonsense-mediated decay; PARE: parallel analysis of RNA ends; PBs: processing bodies; PPDK: pyruvate phosphate dikinase; qSL-RT-PCR: quantitative splinted-ligation reverse transcriptase polymerase chain reaction assay; RNA-Seq: RNA-high-throughput deep sequencing; RC: RNA-Seq library for *Brachypodium *seedlings with cold treatment; RW: RNA-Seq library for *Brachypodium *seedlings without cold treatment; RISCs: RNA-induced silencing complexes; SGs: stress granules; STE kinases: sterile kinases; UTR: untranslated region.

## Authors' contributions

KC and JZ conceived and designed the experiments; JZ performed the experiments; ZM conducted most of the bioinformatic analysis; JZ and KC analyzed the data; JZ and KC wrote the paper. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Supplemental Figures S1, S2, S3, S5, S6, S7, and corresponding legends**. Figure S1. Cold tolerance and vernalization responsiveness assessment of two *Brachypodium *diploid genotypes, ABR5 and BD21. (a) Seeds for ABR5 and BD21 were germinated and grown for 2 weeks under the growth condition described above. Then the seedlings were treated with -5°C for 6h, 12h, 18h, 24h, and recovered for 10 days. Survival rate was investigated after cold treatment and recovery. Error bars represent standard error. Each time point consisted of 10 to 15 plants, and the experiment was repeated three times.**(b) **Seeds for ABR5 and BD21 were treated with °C for 1, 2, 3, 4, 5, and 6 weeks as vernalization treatment and grown in a growth chamber at 24°C, with 6 h/8 h (light/dark) photoperiod and approximately 5,000 lux light intensity. Flowering time was measured by the number of days after germination until the first flower bud appears. Error bars represent standard error. Each time point consisted of 10 to 15 plants, and the experiment was repeated three times. Figure S2. Reproducibility of PARE libraries. Scatter plot showing the reproducibility between PARE libraries and their biological repeats. The reads from DW **(a) **and DC **(b) **library was mapped to each transcript and the sum of total reads was plotted against corresponding reads from their biological replicate libraries, DW replicate and DC replicate, respectively. Figure S3. Real-time RT-PCR validation of gene expression data provided by RNA-Seq analysis. Total RNA was isolated from 12-day-old *Brachypodium *seedlings with (WC) and without (WO) cold treatment. Real-time PCR analysis was performed as described by Dai et al. (*Plant Physiol *2007, 143:1739). The SuperScripts II reverse transcriptase (Invitrogen, Carlsbad, CA, USA) was used for reverse transcription and SYBR Green PCR Master mix (Applied Biosystems, Foster City, CA, USA) was used for quantitative PCR. The amplification of a *Brachypodium Tubulin *gene was used as an internal control to normalize all data. The normalized mRNA levels in the WO samples were arbitrarily set to 1. Quantitative PCR reactions were repeated three times. Error bars represent the standard error. Figure S5. Overall mRNA stability estimation through quantification of mRNA abundance before and after cordycepin (transcription inhibitor) treatment. The middle part of the primary leaves from 12-day-old *Brachypodium *seedlings with (WC) and without (WO) cold treatment (4°C, 24h) were used. Cordycepin treatment was performed as described (*Plant J *2002, 31:601). The 3-cm leaf segments were incubated with 600µM cordycepin solution with regular shaking at 22°C for 7h. Then tissue samples were harvested at regular intervals (1h, 2h, and 4h) and quickly frozen in liquid nitrogen. Total RNA was isolated with mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA). Two microgram of total RNA was used for reverse transcription with SuperScript II reverse transcriptase (Invitrogen). The obtained cDNAs were quantified and used as template for quantitative PCR using SYBR Green PCR Master mix (Applied Biosystems, Foster City, USA). For both WO and WC samples, mRNA abundance for the time zero was arbitrarily set to 1 and mRNA abundance for the other time points were shown as the relative value of time zero. Quantitative PCR reactions were repeated three times. Error bars indicate standard deviation. Figure S6. mRNA features correlated with different degradation patterns. The mRNA length, UTR length, GC content, and the number of introns were analyzed for type I-IV mRNAs. N: no conserved motif (E-value <0.001) was identified; Y: conserved motifs were identified and the motifs for Y^1^, Y^2^, Y^3^, and Y^4 ^were indicated below the table. The x-axis represented nucleotide position. The y-axis represented the information content measured in bits. The overall height of each stack indicated the sequence conservation at that position, and the height of a letter within the stack indicated the relative frequency of corresponding nucleotide in the motif. Figure S7. Conserved motifs identified in the 5' and 3' UTRs for subgroups of type I, II, III, and IV genes. I, II, III, and IV: different mRNA decay patterns classified according to the variation tend of uncapped transcript/transcript abundance in cold stress. D: uncapped transcript abundance indicated by PARE reads; R: transcript abundance indicated by RNA-Seq reads; N: no conserved motif (E-value <0.001) was identified. Conserved motifs were analyzed with MEME software (*Nucleic Acids Res*. 2006, 34:W369) and identified conserved motifs with E-value <0.001 were shown in the table. Figure S8. 

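In Figure S8, the bases before the asterisk are the part of the mRNA upstream of the cleavage and the bases after it the start of the 3' fragment, whose 5' end PARE reads. A tag of 26 nt that begins with the first base after the asterisk was thus taken as the read of that cleavage. Its count in a library was taken as a measure of how often the fragment was found. The group EW1, for example, holds Bradi2g35600, whose tag TACACTCGCTACGAGCCCGTGGCTGA had 123 reads in DW, 111 in DW replicate and none in DC and DC replicate. The group GONG2 holds Bradi2g26547, whose tag TTGGACCTGAACATTAATTTAATTCA had 37, 37, 35 and 47 reads in DW, DC, DW replicate and DC replicate.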

Endonucleolytic cleavages identified in the DW and DC library. Transcripts with endonucleolytic cleavages shared different conserved motifs. Conserved motifs, at the endonucleolytic cleavage sites, were marked with gray background. Cleavage sites were indicated by the asterisk. The putative functions of all the transcripts with endonucleolytic cleavages were shown. The majority of the detected endonucleolytic cleavages were also found in corresponding biological replicate PARE libraries. Underlined gene names denoted endonucleolytic cleavages that were not detected in corresponding biological replicate PARE libraries.EW: endonucleolytic cleavage groups only found in the DW library;EC: endonucleolytic cleavage groups only found in the DC library;GONG: endonucleolytic cleavage groups found in both DW and DC library. Click here for file

Additional file 2 **Supplemental Tables S1 to S6 and corresponding captions**. Table S1. Summary of PARE analysis. Table S2. Top 20 genes in DW and DC library. Table S3. Top 10 upregulated and downregulated genes in PARE analysis. 

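Table S3 gives the reads in DW and DC for genes with reads in only 1 of the 2. All 10 genes listed as downregulated had no reads in DC and 1198 to 2797 reads in DW as counted here. In DC replicate, 4 of them had no reads and the others had 6 to 24 reads, against 479 to 4593 reads in DW replicate. In edgeR over all 4 libraries, 9 of the 10 had an adjusted p under 0.05. This fit includes DC and DW, from which the list was chosen, so only the replicate pair is separate from that choice. The exception was Bradi3g59690, with a log2 fold change of -6.29 (standard error 1.45, adjusted p = 0.0729 from edgeR), for which the adjusted p with the replicate block was 0.0114. Bradi3g46040, an E3 ubiquitin-protein ligase gene, had 2660 and 4593 reads in the control libraries and 0 and 6 in the cold libraries (log2 fold change -9.84, standard error 0.949, adjusted p = 0.0119 from edgeR).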

Table S4. Enrichment analysis with Fisher's exact test. Table S5. Predicted cold-responsive *Brachypodium *miRNAs and their putative targets. Table S6. The conservation of motifs identified at the endonucleolytic cleavage sites. Click here for file

Additional file 3 **Supplemental Figures S4 and corresponding legend**. Figures S4. Relationship between mRNA decay pattern and gene function. Gene Ontology (GO) analysis was performed for the type I, II, III, and IV genes using agriGO[109] which organizes information for molecular function, biological process, and cellular component categories.type I: (a), molecular function; (b),biological process; (c) cellular component;type II: (d), molecular function; (e),biological process; (f) cellular component;type III: (g), molecular function; (h),biological process; (i) cellular component;type IV: (j), molecular function; (k),biological process; (l) cellular component. Click here for file

# Supplementary material for: A global profiling of uncapped mRNAs under cold stress reveals specific decay patterns and endonucleolytic cleavages in Brachypodium distachyon
**Source:** Genome Biol. 2013 Aug 30;14(8):R92. doi: 10.1186/gb-2013-14-8-r92
**Supplement:** Additional file 1 — Supplemental Figures S1, S2, S3, S5, S6, S7, and corresponding legends. Figure S1. Cold tolerance and vernalization responsiveness assessment of two Brachypodium diploid genotypes, ABR5 and BD21. (a) Seeds for ABR5 and BD21 were germinated and grown for 2 weeks under the growth condition described above. Then the seedlings were treated with -5°C for 6h, 12h, 18h, 24h, and recovered for 10 days. Survival rate was investigated after cold treatment and recovery. Error bars represent standard error. Each time point consisted of 10 to 15 plants, and the experiment was repeated three times.(b) Seeds for ABR5 and BD21 were treated with °C for 1, 2, 3, 4, 5, and 6 weeks as vernalization treatment and grown in a growth chamber at 24°C, with 6 h/8 h (light/dark) photoperiod and approximately 5,000 lux light intensity. Flowering time was measured by the number of days after germination until the first flower bud appears. Error bars represent standard error. Each time point consisted of 10 to 15 plants, and the experiment was repeated three times. Figure S2. Reproducibility of PARE libraries. Scatter plot showing the reproducibility between PARE libraries and their biological repeats. The reads from DW (a) and DC (b) library was mapped to each transcript and the sum of total reads was plotted against corresponding reads from their biological replicate libraries, DW replicate and DC replicate, respectively. Figure S3. Real-time RT-PCR validation of gene expression data provided by RNA-Seq analysis. Total RNA was isolated from 12-day-old Brachypodium seedlings with (WC) and without (WO) cold treatment. Real-time PCR analysis was performed as described by Dai et al. (Plant Physiol 2007, 143:1739). The SuperScripts II reverse transcriptase (Invitrogen, Carlsbad, CA, USA) was used for reverse transcription and SYBR Green PCR Master mix (Applied Biosystems, Foster City, CA, USA) was used for quantitative PCR. The amplification of a Brachypodium Tubulin gene was used as an internal co

(a)

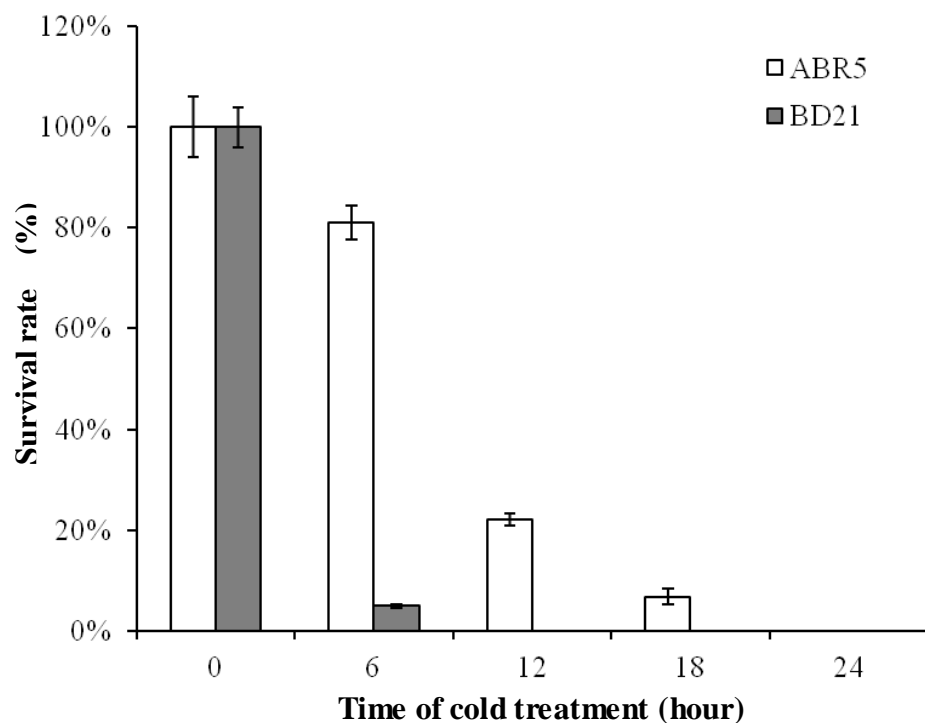

(b)

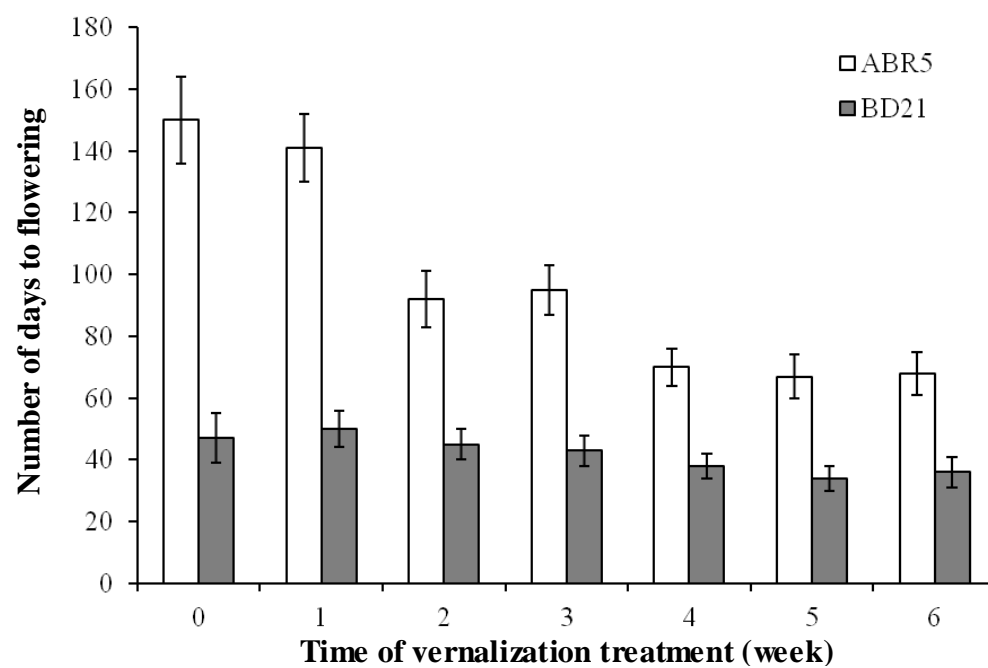

**Figure S1. Cold tolerance and vernalization responsiveness assessment of two *Brachypodium* diploid genotypes, ABR5 and BD21.**

(a) Seeds for ABR5 and BD21 were germinated and grown for two weeks under the growth condition described above. Then the seedlings were treated with  $-5^{\circ}\text{C}$  for 6h, 12h, 18h, 24h and recovered for 10 days. Survival rate was investigated after cold

treatment and recovery. Error bars represent standard error. Each time point consisted of ten to fifteen plants, and the experiment was repeated three times.

(b) Seeds for ABR5 and BD21 were treated with 4 for 1, 2, 3, 4, 5 and 6 weeks as vernalization treatment and grown in a growth chamber at 24 °C, with 6 hour/8 hour (light/dark) photoperiod and approximately 5,000 lux light intensity. Flowering time was measured by the number of days after germination until the first flower bud appears. Error bars represent standard error. Each time point consisted of ten to fifteen plants, and the experiment was repeated three times.

(a)

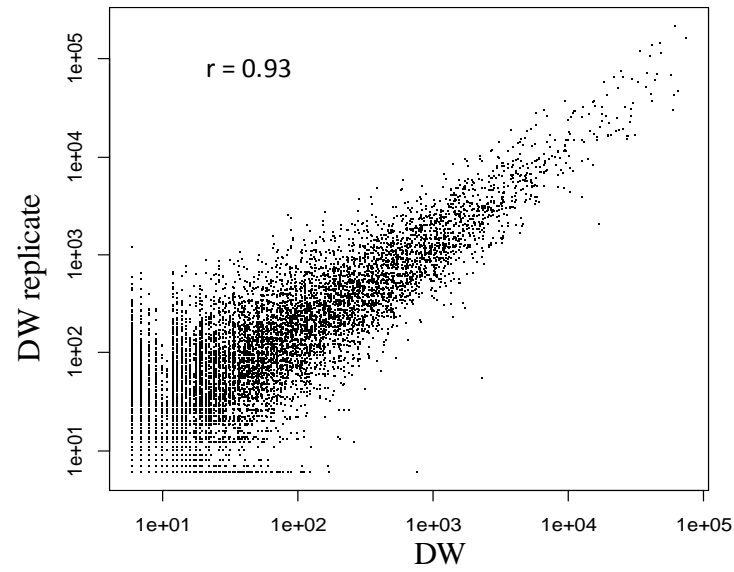

(b)

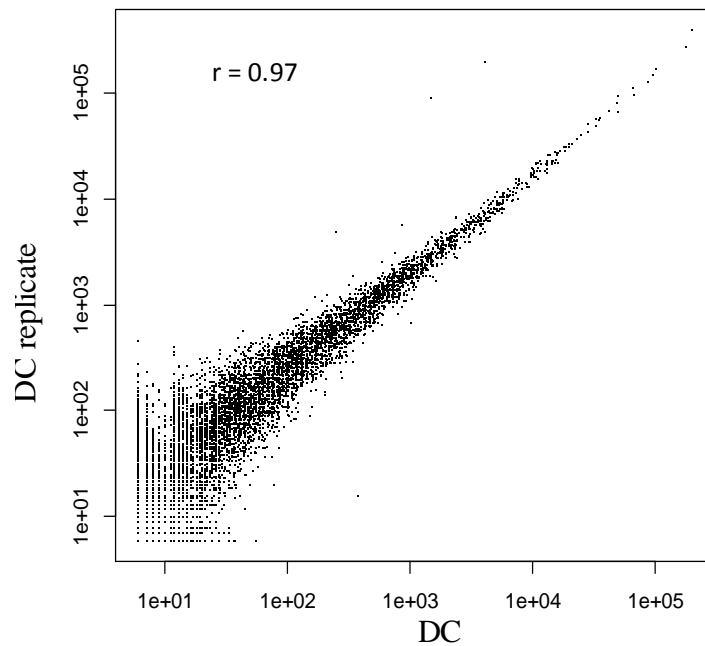

**Figure S2. Reproducibility of PARE libraries.** Scatter plot showing the reproducibility between PARE libraries and their biological repeats. The reads from DW (a) and DC (b) library was mapped to each transcript and the sum of total reads was plotted against corresponding reads from their biological replicate libraries, DW replicate and DC replicate, respectively.

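Each point of Figure S2 is a transcript with its PARE reads in a library and in the biological replicate of that library. Reads added over the transcripts of a gene, as done here, gave a Pearson r on log10 reads of 0.852 for DW and DW replicate and 0.929 for DC and DC replicate. The replicate libraries had more reads on listed tags, 6324425 and 6456295 against 3997559 in DW and 3369096 in DC. Listed tags carried 66.2% and 72.4% of the mapped reads in the replicates, against 44.4% in DW and 49.6% in DC. The difference is therefore not one of depth alone.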

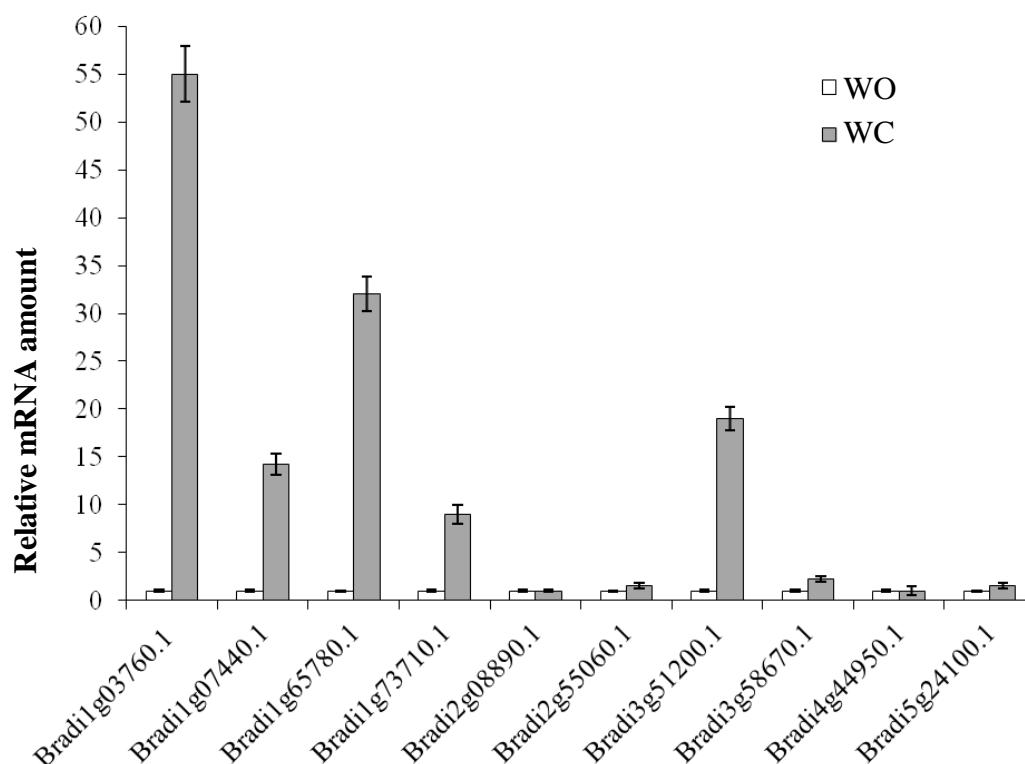

**Figure S3. Real-time RT-PCR validation of gene expression data provided by RNA-Seq analysis.** Total RNA was isolated from 12-day-old *Brachypodium* seedlings with (WC) and without (WO) cold treatment. Real-time PCR analysis was performed as described by Dai *et al.* (Plant Physiol., 2007, 143: 1739). The SuperScripts II reverse transcriptase (Invitrogen, Carlsbad, CA, USA) was used for reverse transcription and SYBR Green PCR Master mix (Applied Biosystems, Foster City, CA, USA) was used for quantitative PCR. The amplification of a *Brachypodium Tubulin* gene was used as an internal control to normalize all data. The normalized mRNA levels in the WO samples were arbitrarily set to 1. Quantitative PCR reactions were repeated three times. Error bars represent the standard error.

The RNA-Seq reads for selected genes:

Bradi5g24100: 19.23 (RW), 36.59 (RC);  
 Bradi3g58670: 108.11 (RW), 435.76 (RC);  
 Bradi1g07440: 201.57 (RW), 1540.51 (RC);  
 Bradi1g65780: 81.55 (RW), 9841.34 (RC);  
 Bradi2g08890: 61.67 (RW), 100.85 (RC);  
 Bradi1g03760: 46.55 (RW), 10094.58 (RC);  
 Bradi3g51200: 15.58 (RW), 4355.57 (RC);  
 Bradi4g44950: 2.18 (RW), 1.61 (RC);  
 Bradi2g55060: 0.467 (RW), 1.45 (RC);  
 Bradi1g73710: 76.92 (RW), 438.45 (RC).

Primers used for real-time RT-PCR were listed as below:

Bradi1g03760Fo: 5'-GTGTGCAACAACAAGTTCCGTGCT-3';  
Bradi1g03760Re: 5'-ACGATCGATCCACGAAGAAAGGCA-3';

Bradi1g07440.1Fo: 5'-GCCTGGTGTGCTGTTCTCTCTGATAA-3';  
Bradi1g07440.1Re: 5'-CCAATCAGGAAAGTGGCGAGGAAA-3';

Bradi1g65780.1Fo: 5'-AGTTCCAGGCGCTTCTTCAGT-3';  
Bradi1g65780.1Re: 5'-TATGGTCAGCAGGAGACAGATCCA-3';

Bradi1g73710.1 Fo: 5'-ACTCCCAGAGTTCGTCAGGAACAA-3';  
Bradi1g73710.1 Re: 5'-TTCGCTCGCAGACAACAGCTACTA-3'.

Bradi2g08890.1 Fo: 5'-GCACACCCATGGCAC AAGGTATTT-3';  
Bradi2g08890.1 Re: 5'-AGCAGTGCATCTTAGGTTGGGTGA-3';

Bradi2g55060.1 Fo: 5'-ATGATCGTCCCACCTCGTTCTTGCT-3';  
Bradi2g55060.1 Re: 5'-GATGTTTCATGCCGCCACGTTAAA-3';

Bradi3g51200.1Fo: 5'-AAGATCAAGGAGAAGCTTCCTGGC-3';  
Bradi3g51200.1Re: 5'-TAATATGCCCTTCTTCTCCGGGCT-3';

Bradi3g58670.1Fo: 5'- TCAAAGATGCAGAGCAGCTGACGA-3';  
Bradi3g58670.1Re: 5'-TTGTGCGCATGAATGTCGGGAAGT-3';

Bradi4g44950.1Fo: 5'-ACTGTGGTCTTCTGGAGGACATCT-3';  
Bradi4g44950.1Re: 5'-AAAGGATAGATGCGACAAAGCCCG;

Bradi5g24100.1Fo : 5'-TGGGAGTCGCACATATGGGATTGT-3';  
Bradi5g24100.1Re: 5'-AATGTCGTCGTAATCGTCCAGGCT-3';

*Tubulin:*

Forward: 5'-CTCGACAATGAGGCCATCTAT-3';  
Reverse: 5'-TGAGAGACAAGCCTGTTGAG-3'.

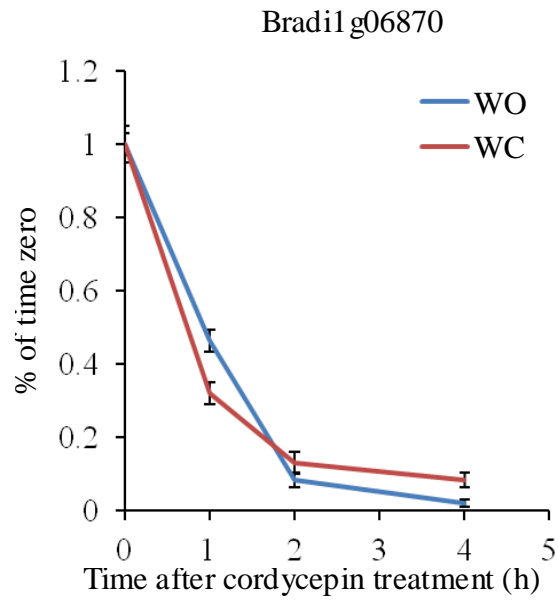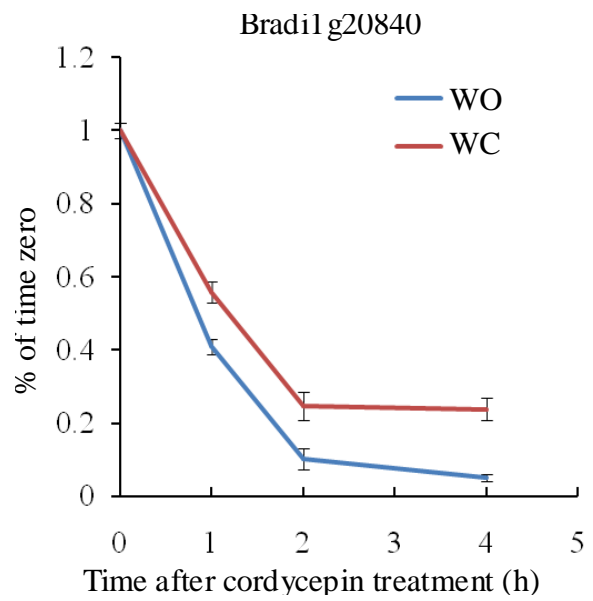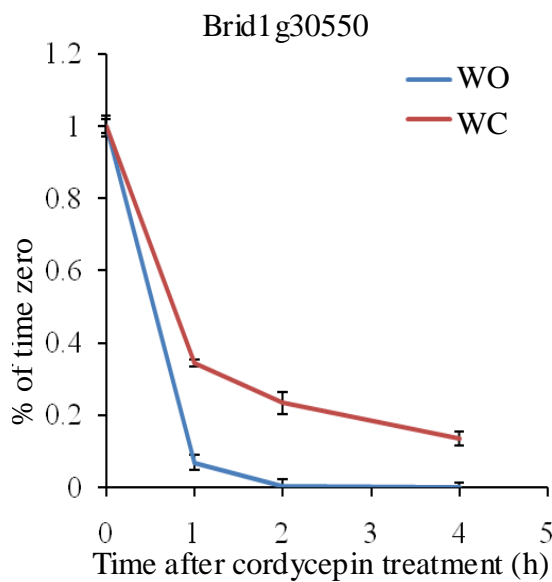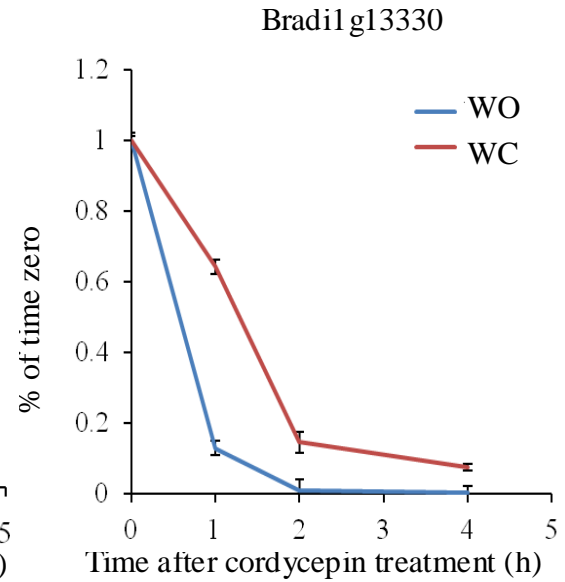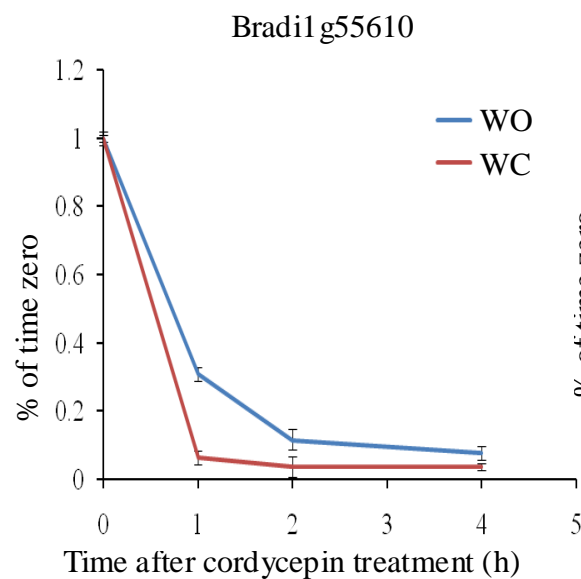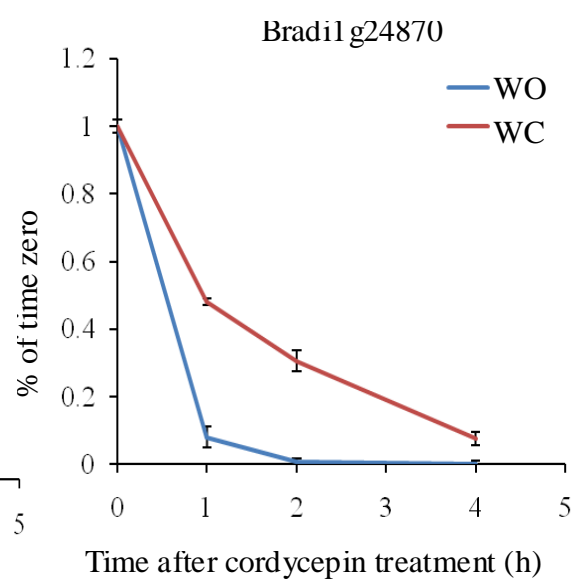

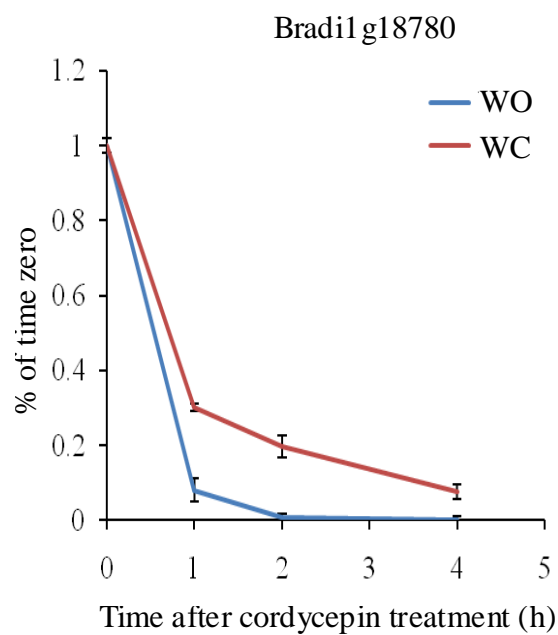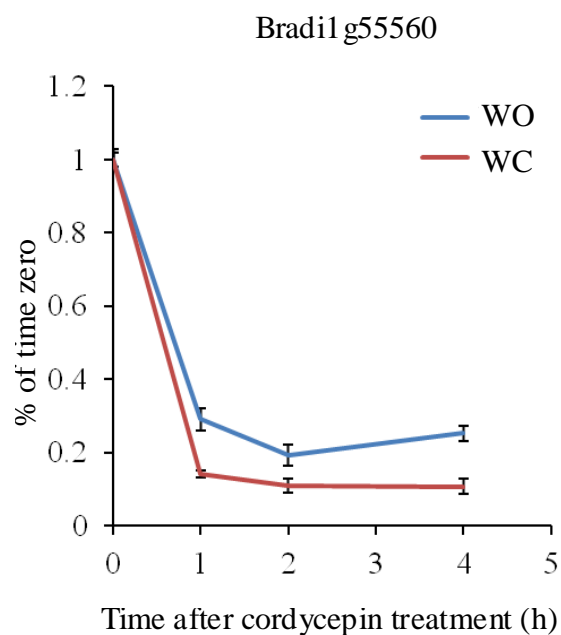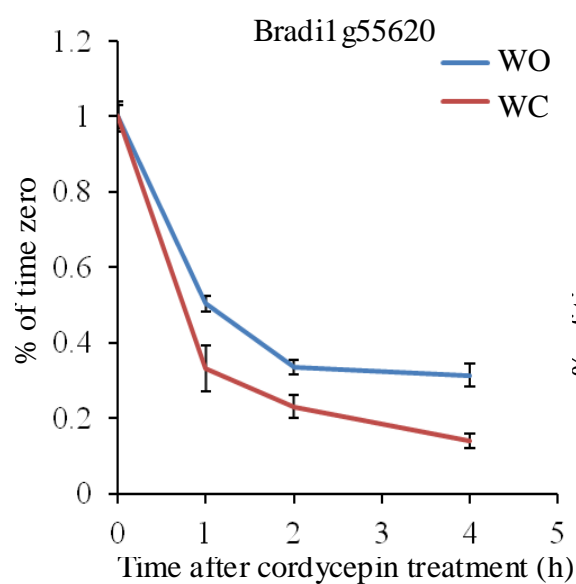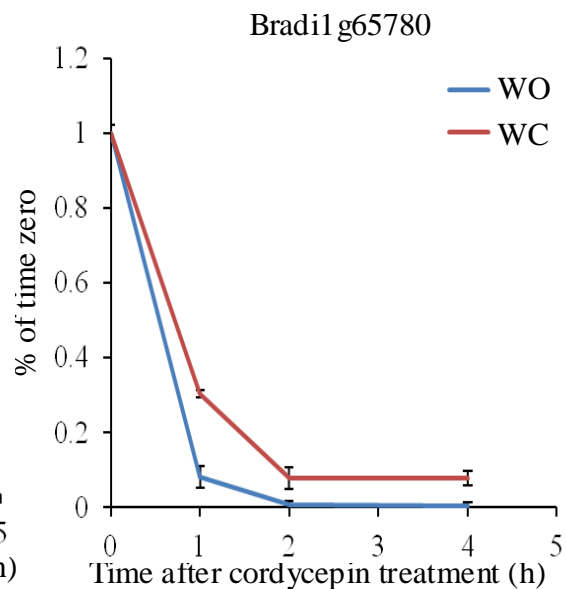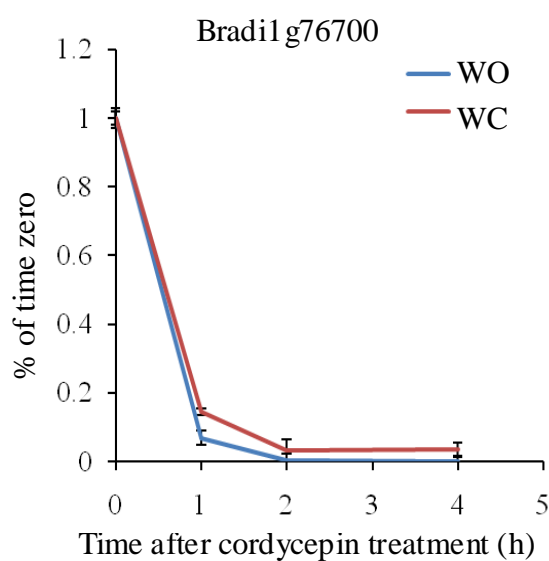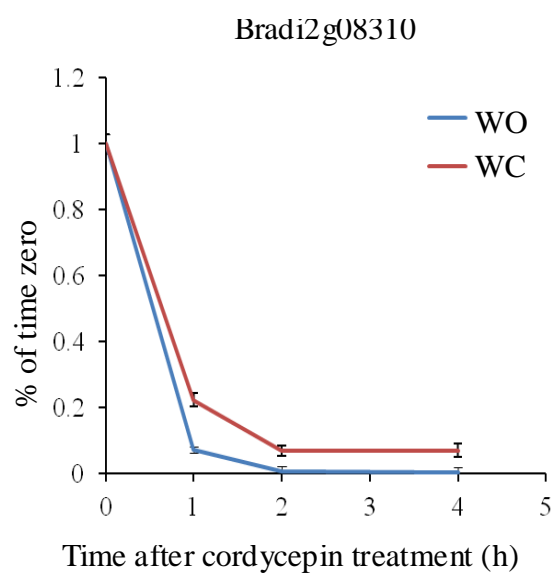

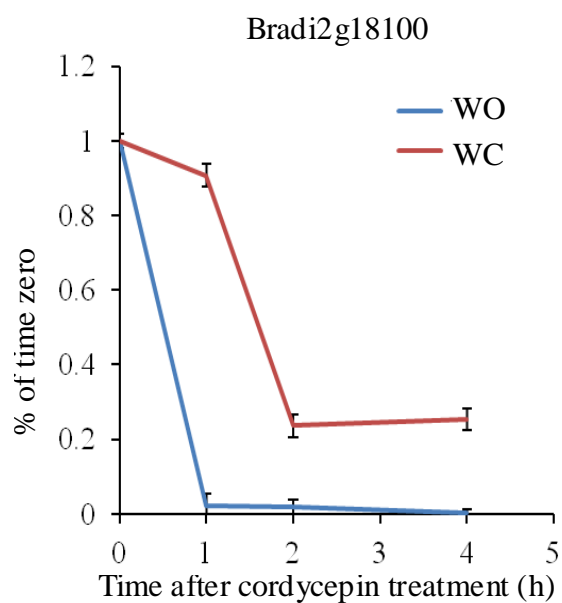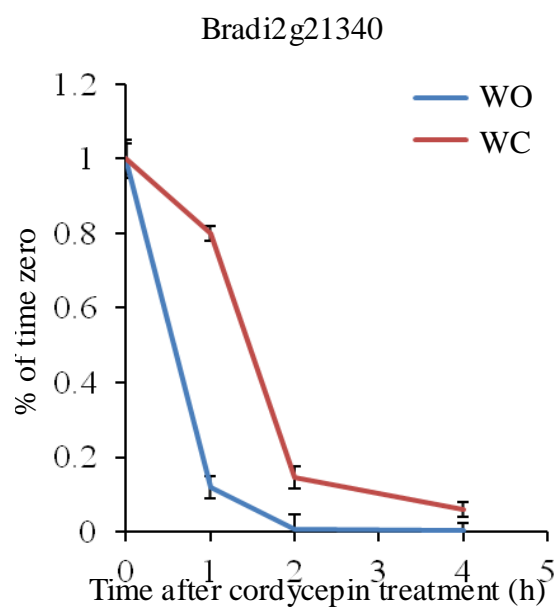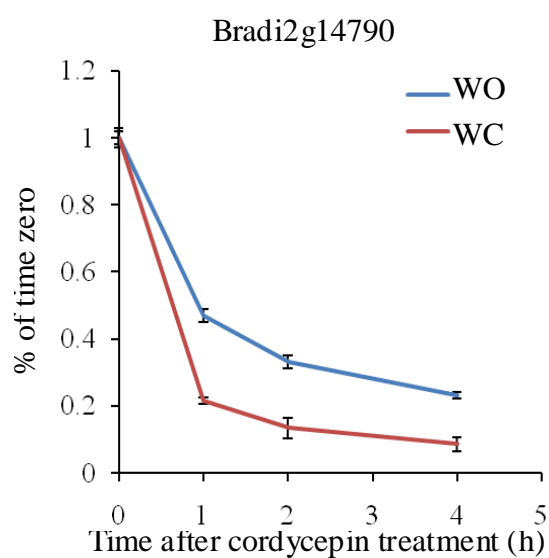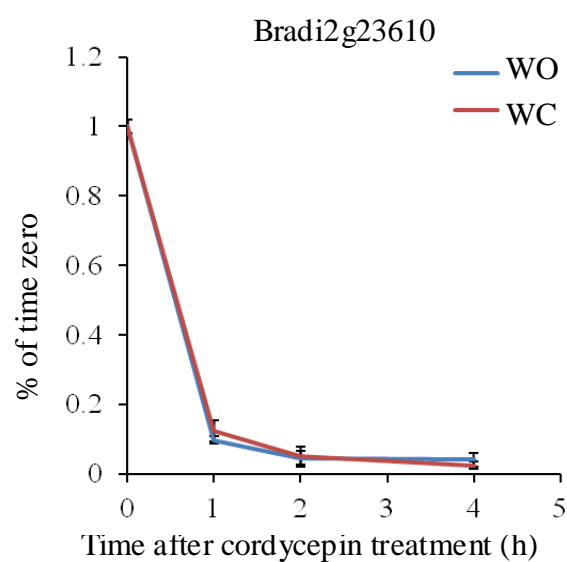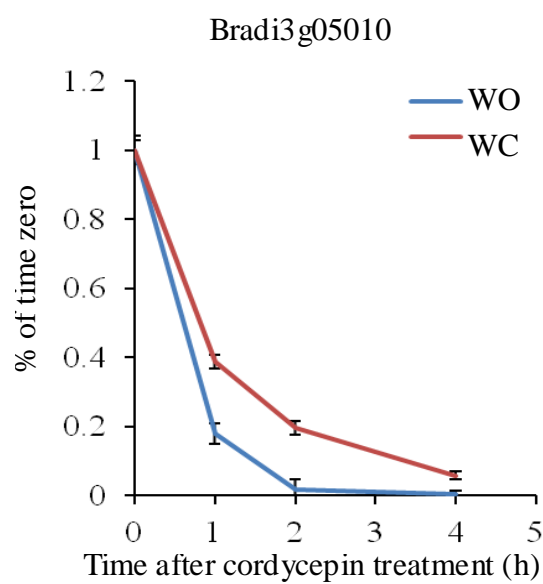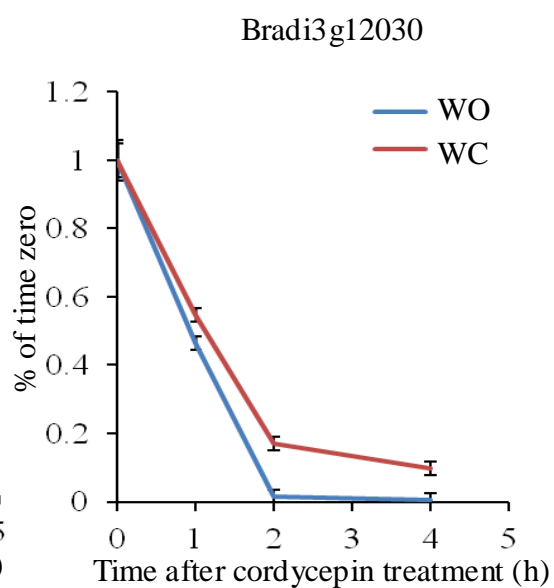

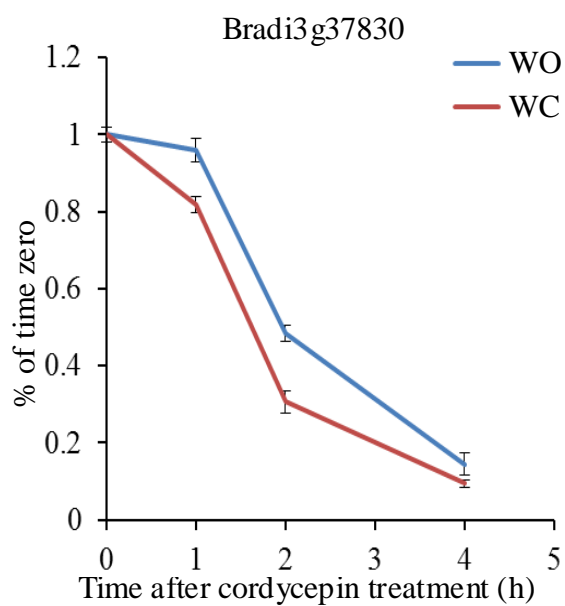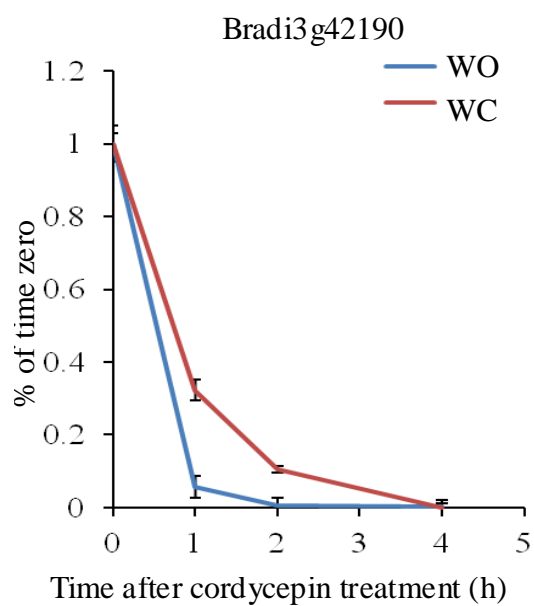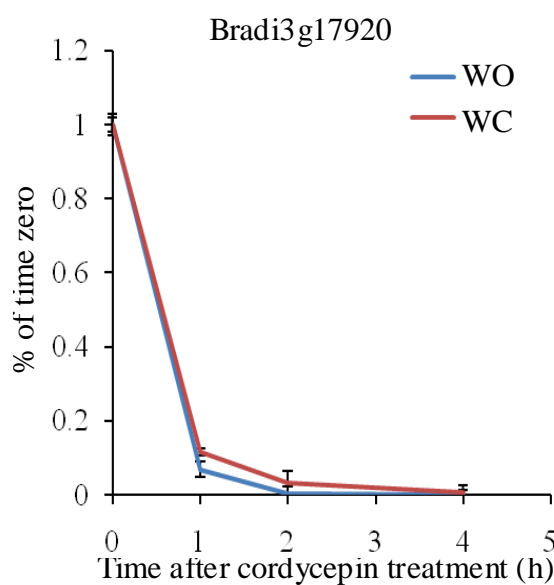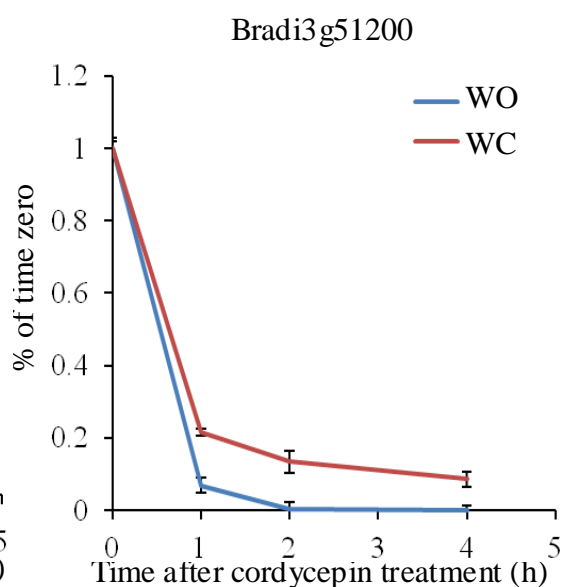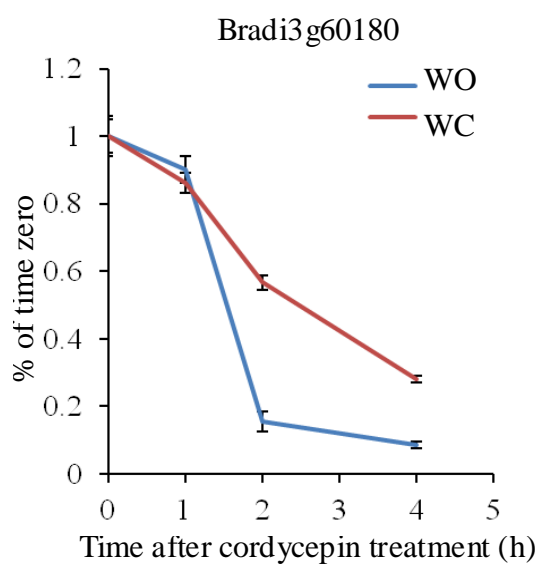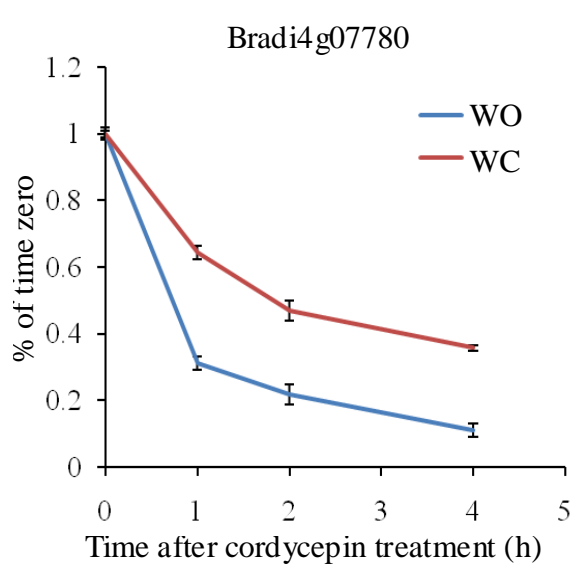

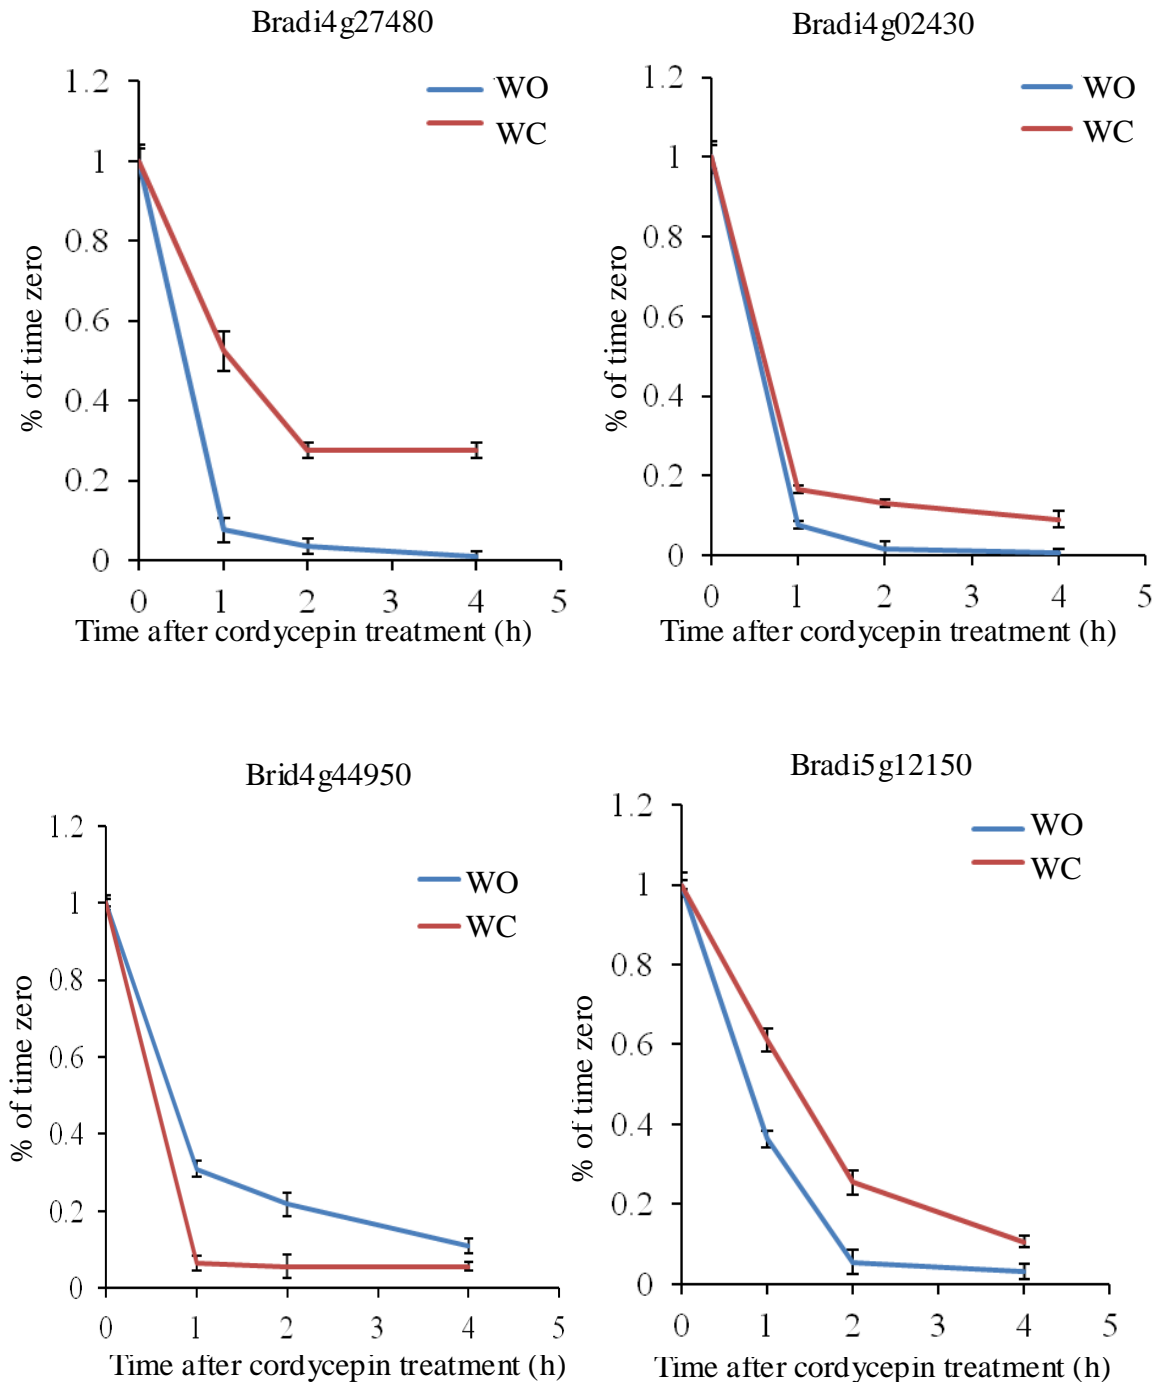

**Figure S5. Overall mRNA stability estimation through quantification of mRNA abundance before and after cordycepin (transcription inhibitor) treatment.** The middle part of the primary leaves from 12-day-old *Brachypodium* seedlings with (WC) and without (WO) cold treatment (4°C, 24h) were used. Cordycepin treatment was performed as described (Plant J., 2002, 31:601). The 3-cm leaf segments were incubated with 600 μM cordycepin solution with regular shaking at 22 °C for 7h. The tissue samples were harvested at regular intervals (1h, 2h and 4h) and quickly frozen in liquid nitrogen. Total RNA was isolated with mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA). Two microgram of total RNA was used for reverse

transcription with SuperScript II reverse transcriptase (Invitrogen). The obtained cDNAs were quantified and used as template for quantitative PCR using SYBR Green PCR Master mix (Applied Biosystems, Foster City, USA). For both WC and WO samples, mRNA abundance for the time zero was arbitrarily set to 1 and mRNA abundance for the other time points were shown as the relative value of time zero. Quantitative PCR reactions were repeated three times. Error bars indicate standard deviation.

Primers used for real-time RT-PCR were listed as below:

StalG06870For:

5'-AGCCATGGGTAAGGAGAAGACTCA-3';

StalG06870Rev:

5'-AAGCTTGTAATCAGGTGGCCAGT-3';

Stalgl8780For:

5'-GGTGGAACCTCGTCAACTC-3';

Stalgl8780Rev:

5'-GTCGTGCTCGTCTTCTTCTAC-3';

Stagl13330 For:

5'-AGCAAAGATCACACAGCGCATTC-3';

Stagl13330 Rev:

5'-CCATGGCCGGAGTTGTTTCTTCTT-3';

Stalgl20840For:

5'-GTGGTGGTGACCTGCATATT-3';

Stalgl20840Rev:

5'-CTGCTGGATGGTTAGCTTAGAG -3';

StalG24870For:

5'-TCGAGTGAGTACGTATAGCAGCCA-3';

StalG24870Rev:

5'-TTCTTCGCCGGCGCCTTCTT-3';

Stalgl30550For:

5'-GGCTTTAGAGGCAGAAGAACA -3';

Stalgl30550Rev:

5'-GGAAACAGATGAGGGAGCATAA -3';

Stalgl55610For:

5'-CCCACGCACAACATCCTT -3';

Stalgl55610Rev:

5'-AAGGACAGGATGTCCCAGAT-3';

Sta1G55560For:

5'-GCCAAGTGCGATCCATCTAGTAGCTT-3';

Sta1G55560Rev:

5'-AAAGCTAGTGACGACGGAGCAAA-3';

Sta1G55620For:

5'-ACCATGATGGCCTTGAGCTCCTT-3';

Sta1G55620Rev:

5'-TCGTC TCCTTGGTCGGGTCCATTT-3';

Sta1g65780 For:

5'-TGCAGTTCCAGGCGCTTCTTCAGT-3';

Sta1g65780 Rev:

5'-ATGATGGCGAGGATCACCTCCAGGAA-3';

Sta1g76700For:

5'-AACGGCGCAAGGGAAATA-3';

Sta1g76700Rev:

5'-GCGCATCCTTCATTTGGTAATC -3';

Sta2g08310For:

5'-AACGCCATCATCGTCAACACAGCA-3';

Sta2g08310Rev:

5'-TCGAGCCACTTAACACACGCATCT-3';

Sta2g14790For:

5'- TACTCGAGACGCTGTACCA-3';

Sta2g14790Rev:

5'-CTTCTTCTCCGCCTCCTTTATC -3';

Sta2g18100For:

5'-TCCAACACGAACCAGGCGAGCTA-3';

Sta2g18100Rev:

5'-TTGTCCTTGGTCGCGCCCATCAT-3';

Sta2G21340For:

5'-GCTCCCTCCGTTTCGTCGAATTTAAGA-3';

Sta2G21340Rev:

5'-ATGCCATGCTCATCACACACAACC-3';

Sta2g23610For:

5'-CATGGGTTTGAAGAACAGGATTG-3';

Sta2g23610Rev:

5'-CAGAAGGGCAGGCCTAATAAA-3';

Sta2g40870For :

5'-GCACACCGTCTTCCCAGCCATAAA-3';

Sta2g40870Rev :

5'-TCTTCTCTTCTTTGGGTGCTGCTG-3';

Sta3G05010For:

5'-AAATCAAATCGGCGCCTCCACACT-3';

Sta3G05010Rev:

5'-TCGCAGATCACCTCCCAGAACTT-3';

Sta3G12030For:

5'-CAGGCCAATACATATCACAGGCGAGA-3';

Sta3G12030Rev:

5'-ATCTCTGCGTCGTGTTCCATCTCT-3';

Sta3g37830For:

5'-TTTCCTTCCTCCCACAGTAGCAGC-3';

Sta3g37830Rev :

5'-ATGATCTGGTACGCCGCCTCCTTT-3';

Sta3G42190For:

5'-TACACCTACGACAGGGTGTTTGGC-3';

Sta3G42190Rev:

5'-TTCCACTGACGACTGATAGAGCGA-3';

Sta3g51200For:

5'-GCCACAAGCCAAGAACCAACCAAT-3';

Sta3g51200Rev:

5'-TGCTCCTCTCATCCTCCATGATCG-3';

Sta3g17920For:

5'-GCTGGTCTCTGCTTACAACTA-3';

Sta3g17920Rev:

5'-GCGTTCTAGACACAACCACA-3';

Sta3G60180For:

5'-TCCCTCATCGCAGCTCTCTCT-3';

Sta3G60180Rev:

5'-ACTGGTTCGACTTGGACCTCTTGT-3';

Sta4g02430For:

5'-CCCGACAACCCAACTCTATAC-3';

Sta4g02430Rev:

5'-CCATTGTGGCTTGAGCTTTAC-3';

Sta4G07380 For:

5'-ATCTTGTCCTGGATACACCGATGCT-3';

Sta4G07380Rev:

5'-TGACGATGGCAAGTTC TTTACGGC-3';

Sta4G27480For:

5'-AGTGCTGGTGTTCTCCGCC-3';

Sta4G27480Rev:

5'-GCTGAGGCCTTCCTGTCCT-3';

Sta4g44950For:

5'-GAATCAGGACAAGCGTTGGTGGAT-3';

Sta4g44950Rev:

5'-AGCACTTATGTGCACCAGCTTCCT-3';

Sta5gl2150For:

5'-AACTCCACGGGCGATCAAGGATA-3';

Sta5gl2150Rev:

5'-AGTAGAAGATGAGCATGGCGAGCA-3';

**Figure S6. mRNA features correlated with different degradation patterns.**

| Type | Motif                       | Average UTR length | Average total length | Average number of introns in UTR | Average number of introns | Percentage of intronless gene (%) | GC content in UTR (%) | GC content of mRNA (%) |
|------|-----------------------------|--------------------|----------------------|----------------------------------|---------------------------|-----------------------------------|-----------------------|------------------------|
| I    | 5'-UTR <b>Y<sup>1</sup></b> | 158                | 1641                 | 0.25                             | 4.63                      | 14.29                             | 0.55                  | 0.53                   |
|      | 3'-UTR N                    | 349                |                      | 0.10                             |                           |                                   | 0.41                  |                        |
| II   | 5'-UTR <b>Y<sup>2</sup></b> | 172                | 1890                 | 0.30                             | 6.56                      | 9.43                              | 0.57                  | 0.51                   |
|      | 3'-UTR N                    | 387                |                      | 0.15                             |                           |                                   | 0.41                  |                        |
| III  | 5'-UTR <b>Y<sup>3</sup></b> | 140                | 1606                 | 0.22                             | 4.44                      | 17.50                             | 0.56                  | 0.54                   |
|      | 3'-UTR N                    | 350                |                      | 0.09                             |                           |                                   | 0.41                  |                        |
| IV   | 5'-UTR <b>Y<sup>4</sup></b> | 137                | 1653                 | 0.19                             | 5.43                      | 10.10                             | 0.58                  | 0.52                   |
|      | 3'-UTR N                    | 388                |                      | 0.07                             |                           |                                   | 0.42                  |                        |

**Y<sup>1</sup>:**

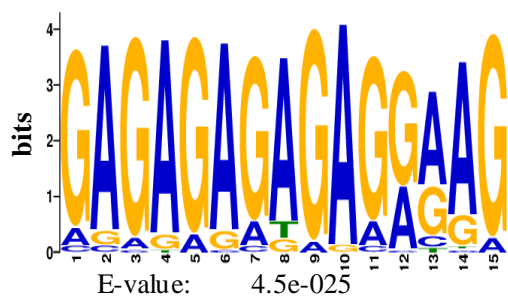

**Y<sup>2</sup>:**

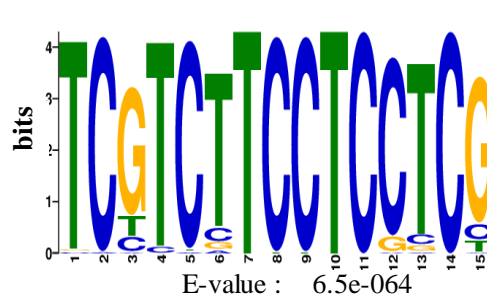

**Y<sup>3</sup>:**

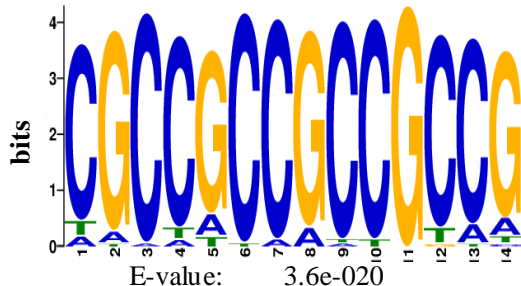

**Y<sup>4</sup>:**

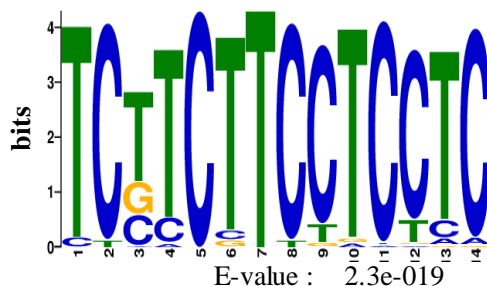

The mRNA length, UTR length, GC content and the number of introns were analyzed for type I-IV mRNAs. N: no conserved motif (E-value < 0.001) was identified; Y: conserved motifs were identified and the motifs for Y<sup>1</sup>, Y<sup>2</sup>, Y<sup>3</sup> and Y<sup>4</sup> were indicated below the table. The x-axis represented nucleotide position. The y-axis represented the information content measured in bits. The overall height of each stack indicated the sequence conservation at that position, and the height of a letter within the stack indicated the relative frequency of corresponding nucleotide in the motif.

**Figure S7. Conserved motifs identified in the 5' and 3' UTRs for subgroups of type I, II, III and IV genes.**

| Type | Change pattern |   | Identified conserved motif<br>in 5' UTR | Identified conserved motif<br>in 3' UTR |
|------|----------------|---|-----------------------------------------|-----------------------------------------|
|      | D              | R |                                         |                                         |
| I    | ↑              | ↑ | N                                       | N                                       |
|      | ↓              | ↓ | <br>E-value: 5.6e-006                   | <br>E-value: 1.3e-024                   |
| II   | ↑              | — | <br>E-value: 2.1e-024                   | N                                       |
|      | ↓              | — | <br>E-value: 1.9e-044                   | N                                       |
| III  | ↑              | ↓ | N                                       | N                                       |
|      | ↓              | ↑ | N                                       | N                                       |
| IV   | —              | ↑ | N                                       | N                                       |
|      | —              | ↓ | <br>E-value: 1.4e-017                   | <br>E-value: 1.1e-039                   |

I, II, III and IV: different mRNA decay patterns classified according to the variation trend of uncapped transcript/transcript abundance in cold stress. D: uncapped transcript

abundance indicated by PARE reads; R: transcript abundance indicated by RNA-Seq reads; N: no conserved motif (E-value  $< 0.001$ ) was identified. Conserved motifs were analyzed with MEME software (Nucleic Acids Research, 2006, 34:W369) and identified conserved motifs with E-value  $< 0.001$  were shown in the table.

### GONG1

|                |                                              |                 |
|----------------|----------------------------------------------|-----------------|
| BRADI1G31390.1 | TAATTAAGAGAAACG*AGAGAGACAGAGAGCAAAAGAAGGGT   | SPL10           |
| BRADI2G03350.1 | ACAACCTTGTCTTGGG*AGAGAGACATATGGTATGCAACCGT   | ALBIN03         |
| BRADI3G29760.1 | AATTCTGACAAGCAGAG*AGAGAGCAATGTAATTTGAACGT    | Unknown protein |
| BRADI5G22547.1 | GTCAGCTTGGGCCACTG*AGAGAGATTGGAGGATCACTTCACAT | Unknown protein |
| BRADI1G63610.1 | GAGTCCTGCTTTCTGTG*AGAGAAAGGAGAGAGGAGTTGTGTGT | Unknown protein |
| BRADI4G00450.1 | GCCGACCCGTCCAGCAG*AGAGGAGCAAGTCCAAGCGAAGAGGG | HTRA3           |
| BRADI1G30648.1 | TGCTGCAGCACATATTG*AGAGAGAGTTGCAAATCACAAGCTGG | TFIID           |

### GONG2

|                |                                          |                      |
|----------------|------------------------------------------|----------------------|
| BRADI1G71450.3 | GCCAAGGCAGCAG*TTGGATCACGGAGAGAGCCTCAAGTT | unknown protein      |
| BRADI1G37790.1 | CTTAATGCTATGG*TTGGACCTTGTTTCATATCTGCTTTG | ATPase               |
| BRADI3G00330.1 | AACAAGATCGAAT*TTGGACATGGAGCAAGTTTTATCAGT | glyoxylate reductase |
| BRADI2G26547.1 | GCAGTGACAGGT*TTGGACCTGAACATTAATTTAATTCA  | protein ligase       |
| BRADI3G38390.1 | CAATCGGCTGCT*TTGGACCTCACTGTTTTGGAGGCTGT  | ATPase               |
| BRADI4G43910.1 | GCTTGTTTGGT*TTGGAACTCAAGTCTTTGAGCTGTT    | GTPase               |
| BRADI3G34800.1 | AATGAACCCATAA*TTGGACAACAGAATCAGTTTACTATA | ATPase               |

### EW1

|                       |                                             |                       |
|-----------------------|---------------------------------------------|-----------------------|
| BRADI1G13930.1        | GCGGCTTATCAACGAGGAG*TACAAGATCTGGAAGAAGAACAC | p55-like protein      |
| BRADI2G35767.1        | GTAATCGAAGAGAGGATTT*TACAACCTATCTTATGTACAATG | RGA4-like protein     |
| BRADI3G17550.1        | TATGTAATAACTGTTGTGT*TACACTGCAAGATGCATCGAGTT | dehydrogenase         |
| BRADI4G26487.2        | CTTTTCAACAGAGTTAAAT*TACACCTTTAGATTGTATTGGTT | ndopeptidase          |
| <u>BRADI1G33970.1</u> | ACCGCAGCACCTTTACTGA*TACACTGGAATCAAATAAACCAT | Unknown protein       |
| BRADI5G12227.1        | AGTGTATTGTACGTGCACA*TACACTTGATCGGTGATAATGCG | receptor kinase       |
| BRADI5G24160.1        | TTCTTTTCCGTTTGTGCTC*TACACTATACTATAGCCATACAT | ATPase                |
| BRADI2G35600.1        | GCCAAAGGCCCGTGACCTC*TACACTCGCTACGAGCCCGTGGC | REF/SRPP-like protein |
| BRADI2G11830.1        | AAGGGAAAAGTCGGAGCGC*TACAGTTGTCCTTGCTACCTGA  | phosphatase           |

### EW2

|                |                                        |                                |
|----------------|----------------------------------------|--------------------------------|
| BRADI3G08917.1 | TGATTTGAGTTATGT*TCAAAACAAGCTGTGAACTTGA | protein kinase                 |
| BRADI2G56120.2 | CTAGATATTCAGTAT*TCAAACTCAGTGAATTGCAA   | polypyrimidine-binding protein |
| BRADI2G46550.1 | CAACAACCTACATCT*TCAAGGAGAAGAGCCCCAAAA  | RNA polymerase                 |
| BRADI2G13090.1 | GCTTGGGCAACGAA*TCAAGTCCTGTCCCCTTTT     | ATPase                         |
| BRADI4G28400.1 | ACACCCTCTACTTCA*TCAAGGTCCGATCATTGAGG   | unknown protein                |
| BRADI1G51530.1 | TTATGCCTTCTCGGA*TCAAGAAAGAGGGGTCCACTG  | protease like protein          |
| BRADI1G26210.1 | CGGGGTGCTAAATTA*TCAAACTAGTTCATGACTGAA  | RNA binding protein            |
| BRADI3G27327.1 | AAGGCGATTTCAGAA*TCAAAAAAAGTAAAGTCAAAA  | Ycf4                           |

### EW3

|                       |                                              |                      |
|-----------------------|----------------------------------------------|----------------------|
| BRADI2G21340.1        | CGAGCTTACCCAGCAG*ATGTGGGATTCCAAGAACATGATGT   | GTPase               |
| BRADI1G32430.1        | AGAGCTGACTCAGCAG*ATGTGGGACTCAAAGAACATGATGT   | GTPase               |
| BRADI2G56000.1        | CAGTACCTTCCAGCAG*ATGTGGATCTCCAAGGCAGAGTACG   | GTPase               |
| <u>BRADI1G38400.1</u> | TCACGACGTCCAGCAG*ATGTAGGGAGCTTCAATCTCCTTCC   | Unknown protein      |
| BRADI3G26880.1        | AAAGACTTCGCAGCAG*ATGTAATCGTGATGTGGAAGTCAA    | GTPase               |
| BRADI1G06860.8        | TGAGACTCTTGAAACT*ATGTAAGCAATGTTTCATGTCTGTCTG | GTPase               |
| BRADI3G52437.1        | GTAGTATGGTAAATCT*ATGTACAGTCAGTAACTGACAGTTC   | pyrophosphohydrolase |

#### EW4

|                       |                                                     |                          |
|-----------------------|-----------------------------------------------------|--------------------------|
| BRADI3G53040.1        | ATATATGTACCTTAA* <b>TGGAT</b> CTCTAGGCTCTAGCTGACAA  | Rab GTPase               |
| BRADI1G06750.1        | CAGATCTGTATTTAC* <b>TGGAT</b> CAACCTACCACCGTGAAAAC  | phosphate isomerase      |
| BRADI1G35900.1        | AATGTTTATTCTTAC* <b>TGGAT</b> TGCAGACTACCTTCTGCTTG  | unknown protein          |
| BRADI2G37460.1        | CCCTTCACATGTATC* <b>TGGAT</b> CAATATTTGCAACTGGCCAA  | glycosyl hydrolase       |
| BRADI1G13910.1        | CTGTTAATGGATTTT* <b>TGGAT</b> GATGGCTGGTCATTGATGAG  | HD-ZIP III               |
| BRADI1G02310.1        | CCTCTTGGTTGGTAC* <b>TGGAT</b> CGTGTTCGGCCCTGTTTCCA  | FGFR1                    |
| <u>BRADI2G09550.1</u> | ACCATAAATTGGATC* <b>TGGAC</b> ACTGAAGGCCTGAAGCTCTG  | epimerase                |
| BRADI2G08287.1        | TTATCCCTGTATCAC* <b>TGGAC</b> TGGTAAATGAATAACATGCA  | GLK2                     |
| BRADI1G75750.1        | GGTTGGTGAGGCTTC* <b>TGGAC</b> AAGATGGATATACAGCAGCG  | U-box protein            |
| BRADI1G54400.1        | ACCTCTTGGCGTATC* <b>TGGAC</b> AGCATACTATCTGGTCTCTG  | MAF1                     |
| BRADI2G43650.1        | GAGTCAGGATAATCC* <b>TGGAC</b> ATATATATTGTATTTTCGGTC | peptide transferase      |
| BRADI4G25177.1        | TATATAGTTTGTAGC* <b>TGGAC</b> ATGAATTATGTAGGTTTTGG  | ubiquitin protein ligase |
| BRADI5G21650.1        | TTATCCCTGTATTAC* <b>TGGAC</b> TGGTAAATGAATAACATGCA  | diphosphorylase          |
| BRADI4G43900.1        | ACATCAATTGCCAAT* <b>TGGAC</b> TATCATAGATCTTCGGTGT   | antiporter               |

#### EC1

|                |                                                      |                       |
|----------------|------------------------------------------------------|-----------------------|
| BRADI4G13280.1 | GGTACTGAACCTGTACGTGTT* <b>CAGAT</b> AAGGGAACACAAGGC  | unknown protein       |
| BRADI1G21270.1 | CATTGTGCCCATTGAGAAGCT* <b>CAGAT</b> GTTGTCCAAATATAA  | helicase              |
| BRADI1G46975.1 | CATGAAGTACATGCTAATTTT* <b>CAGAAAA</b> ACAACAAGTTCAA  | RRM                   |
| BRADI2G24790.1 | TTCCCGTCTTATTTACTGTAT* <b>CAGAA</b> TCGTTATATTATGAT  | NAM-like protein      |
| BRADI4G13267.1 | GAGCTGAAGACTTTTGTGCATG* <b>CAGAA</b> ATCACCATGACAGTA | unknown protein       |
| BRADI3G34260.1 | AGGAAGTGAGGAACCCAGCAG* <b>CAGAT</b> GATGCATGTGTCCAC  | acyltransferase       |
| BRADI2G15630.2 | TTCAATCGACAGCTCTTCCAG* <b>CAGAT</b> ATAGCTTCTTAAGCA  | unknown protein       |
| BRADI1G47920.1 | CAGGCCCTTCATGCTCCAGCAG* <b>CAGAT</b> GATGATGGCCAGCCA | unknown protein       |
| BRADI4G11580.1 | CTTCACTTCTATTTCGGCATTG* <b>CAGAT</b> GACATGGACTTTGCC | aminotransferase-like |

#### EC2

|                       |                                                   |                       |
|-----------------------|---------------------------------------------------|-----------------------|
| BRADI5G08960.1        | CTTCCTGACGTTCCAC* <b>CAGGA</b> ATGGCTGATGCAGTGAAC | unknown protein       |
| BRADI3G11036.1        | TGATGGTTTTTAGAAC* <b>CAGGAC</b> GTGGGTAGTGTGAAGC  | unknown protein       |
| <u>BRADI2G28900.1</u> | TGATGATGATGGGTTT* <b>CAGGAT</b> CTCGACTTGATGGGCCT | unknown protein       |
| BRADI2G28910.1        | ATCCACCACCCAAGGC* <b>CAGGAT</b> CGATCGAGCAGTGCCGT | MYB                   |
| BRADI4G42320.1        | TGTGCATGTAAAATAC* <b>CAGGAT</b> ACGTACGTGTTGGATGC | dehydrogenase         |
| BRADI2G08310.1        | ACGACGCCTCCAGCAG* <b>CAGGAG</b> GATCAGGACGACGACGG | galactosyltransferase |
| BRADI3G38020.1        | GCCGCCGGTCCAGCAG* <b>CAGGACT</b> CTTCCGGTGTGTGGA  | steroid dehydrogenase |
| BRADI5G26820.1        | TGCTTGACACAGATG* <b>CAGGAC</b> ACTGGAATTTTGAAGA   | antiporter            |
| BRADI2G13610.1        | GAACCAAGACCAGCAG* <b>CAGGT</b> AGGGGACGAATATGGGC  | unknown protein       |
| BRADI1G62940.1        | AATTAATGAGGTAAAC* <b>CAGGT</b> TGCTCAGCTCCGGATCAT | ribosomal protein     |

#### EC3

|                |                                                   |                             |
|----------------|---------------------------------------------------|-----------------------------|
| BRADI2G00320.1 | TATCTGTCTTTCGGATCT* <b>TCAGAT</b> GAACAGTTGCTAGA  | putative importin- $\alpha$ |
| BRADI2G47100.3 | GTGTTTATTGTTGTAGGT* <b>TCAGAT</b> CATAGTCCAATCTG  | myosin phosphatase          |
| BRADI4G29680.1 | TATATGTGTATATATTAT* <b>TCAGAT</b> CTGGGGACCTTAGT  | annexin-like protein        |
| BRADI3G03112.1 | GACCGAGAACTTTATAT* <b>TCAGAT</b> GGAAGTGTGCGACC   | WEE1-like kinase            |
| BRADI1G43220.1 | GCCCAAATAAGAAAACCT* <b>TCAGACT</b> GACTCAACGCTGC  | constans-like protein       |
| BRADI3G02870.1 | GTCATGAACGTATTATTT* <b>TCAGACT</b> AATGTTGTGAGAT  | mRNA splicing factor        |
| BRADI1G31450.1 | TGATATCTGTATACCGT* <b>TCAGAC</b> GGTCTTGACCGTAC   | glutaredoxin like           |
| BRADI3G29750.1 | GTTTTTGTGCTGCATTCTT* <b>TCAGAC</b> CATACTGGCATTGT | serine kinase               |
| BRADI3G51650.1 | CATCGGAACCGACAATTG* <b>TCAGACA</b> ACTTGTTTCGAT   | zinc finger protein         |
| BRADI5G18180.1 | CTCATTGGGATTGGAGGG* <b>TCAGAC</b> CATCTACCAGAGAA  | STE kinases                 |

|                |                            |                |                   |
|----------------|----------------------------|----------------|-------------------|
| BRADI1G38010.1 | TCAGTTTTTGGAAC TTG*TCAGAC  | GATGAGATATACTT | ribosomal protein |
| BRADI2G08890.1 | TTCCTAGTTTCTTGACTG*TCAGACT | TGCTTTCGGCTTTT | protein kinases   |

#### EC4

|                |                        |                   |                         |
|----------------|------------------------|-------------------|-------------------------|
| BRADI1G66627.1 | TTATTTATTATTCG*TTCGACT | GTGCATCATTTGGAC   | palmitoyltransferase    |
| BRADI3G38010.1 | TACCAAATGTTGTG*TTCGAT  | TCCTGCACTTAGAGAAA | phosphoglycerate mutase |
| BRADI2G35820.1 | CAACTTATAAGTCT*TTCGAT  | AATAACCTTCCTGCTG  | cullin-like protein     |
| BRADI1G55020.1 | TACTATGTTTATCT*TTCGACT | CATCTTCTGTCATCA   | RNA-binding protein     |
| BRADI4G13940.1 | TTTTTTTGTAAAT*TTCGAC   | GCATGTGCTAATGTCG  | serine-tRNA ligase      |
| BRADI5G10800.1 | GTGTAGTTAGTGCT*TTCGAC  | ATTACATGGTTTGTCTG | translocon              |
| BRADI2G15470.1 | GGAAGTGC GCGGCT*TTCGAC | CTGGCCCCGAAGCTGA  | unknown protein         |

### Figure S8. Endonucleolytic cleavages identified in the DW and DC library.

Transcripts with endonucleolytic cleavages shared different conserved motifs. Conserved motifs, at the endonucleolytic cleavage sites, were marked with gray background. Cleavage sites were indicated by the asterisk. The putative functions of all the transcripts with endonucleolytic cleavages were shown. The majority of the detected endonucleolytic cleavages were also found in corresponding biological replicate PARE libraries. Underlined gene names denoted endonucleolytic cleavages that were not detected in corresponding biological replicate PARE libraries.

EW: endonucleolytic cleavage groups only found in the DW library;

EC: endonucleolytic cleavage groups only found in the DC library;

GONG: endonucleolytic cleavage groups found in both DW and DC library.

How the deposited data were processed for this re-analysis (not part of the article)

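PARE libraries from the aerial parts of Brachypodium seedlings of the ecotype ABR5 were used, 2 from control seedlings (DW and DW replicate) and 2 from seedlings kept at 4 °C for 24 h (DC and DC replicate). Condition and replicate were taken from the sample labels and the paper. The RNA-Seq libraries, the lists of substrates of the decay pathways, the sequences of conserved miRNAs, the transcript sequences and their annotation were not used here, so the region of a site within its transcript is not given.

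The values are counts of reads per tag and per transcript, which the authors deposited without scaling between libraries. Before that, the authors had removed known ribosomal, transfer, small nuclear and small nucleolar RNAs and repeats, mapped the remaining reads with bowtie allowing 1 mismatch, and left out reads of low quality and tags with 5 reads or fewer. The paper's methods state that reads mapped to several positions were divided among them. Of the tags listed under exactly 2 genes, 91.0% in DW, 91.4% in DC, 91.9% in DW replicate and 91.6% in DC replicate had the same count under both, and 1.54% to 2.13% differed by 1 read. The tables do not show whether these counts had been divided, and they were used as listed. The design set before the data were examined had divided such reads equally, unless the tables already gave values per gene. All tags were 26 nt long and the lowest count was 6.

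Reads of a gene were the sum over its distinct tags, a tag listed under several transcripts of 1 gene being taken 1 time. Single pairs of libraries were scaled by the paper's numbers of reads mapped to mRNAs (8996996 for DW, 6797613 for DC, 9546441 for DW replicate and 8921728 for DC replicate), and a gene without reads in 1 of 2 libraries was taken as changed. Changes over the 4 libraries were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1), TMM normalization and Benjamini-Hochberg adjustment at 0.05, for genes or tag starts with at least 10 reads in at least 2 libraries. A tag start was the first 20 nt of a tag. The standard error given with edgeR was the absolute log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 was used as an alternative. Tables were handled and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Fisher's exact tests were 2-sided. Shares of reads that begin with a motif were compared by an exact permutation test over the 6 splits of 4 libraries, for which the smallest p is 0.333. Intervals are 95% Wilson intervals and cover counting error only.

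Depth was 3997559 reads on listed tags in DW, 3369096 in DC, 6324425 in DW replicate and 6456295 in DC replicate. The smallest count listed, 6, limits the precision for scarce genes and sites. The tests were tested on simulated data with 200 genes changed by known amounts. At a dispersion of 0.1, edgeR recovered 181 of 199 tested changed genes with 8 false calls, and at a dispersion of 0.4 it recovered 82 of 198 with 6 false calls. DESeq2 recovered 180 and 115, with 6 and 24 false calls. With the replicate as a block, edgeR recovered 181 and 69. No call had the wrong direction. Only large changes were simulated, in genes with enough expected reads, and all genes of a simulation had the same dispersion. Tags with few reads were not removed and tag starts were not simulated. These rates may therefore not hold for the deposited counts, and they do not cover the tests of tag starts.

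Genes named in the text are those the paper names in its tables and figures at the claim concerned and, by a rule set before the data were examined, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, the same direction in both pairs and at least 100 reads in each library of 1 condition. This rule was met by 370 genes, 196 with a rise and 174 with a fall. Alternatives changed the minimum of reads per tag, the tags listed under several genes, the scaling, the tool, the filter, the replicate block, the treatment of genes without reads, the pair of libraries, the length of the tag start and the matching of sites. Leaving out a library left 1 library in a group, so only the number of genes past ±1.5 was counted there.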

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

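The tests in this part were chosen after the result was seen. Outside the sites of Figure S8, some tags had at least 50 reads in the first library of a condition, at least 20 reads in its replicate and none in both libraries of the other condition. As listed, there were 617 such tags for control and 732 for cold. When tags of a gene within 2 mismatches were joined, 55 control tags on 35 genes and 243 cold tags on 63 genes were left. These drew attention because they are positions that the paper does not discuss, with reads in 1 condition and none in the other.

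Of the 1349 tags, 22.1% stayed after joining, so a different sequence listed for 1 start position in different libraries is a candidate explanation for most of them. For the tags that stayed, scarcity of the transcript in the other condition was tested by the reads of the gene. Of the 298 tags, 137 or 46.0% lay on genes with at least 100 reads in both libraries of the other condition, so scarcity may explain some but not all of them. At these tags, only the motifs of Figure S8 that belong to the same condition were counted. The number that begin with a motif of the same condition was 0, which is 0 of 50 distinct control tags against 1.38% of the other tags with at least 50 reads (Fisher's exact test p = 1) and 0 of 195 distinct cold tags against 0.986% (p = 0.272). The sites of Figure S8, which carry the motifs, had been left out, and the tags are few for shares this low. The test therefore does not exclude the motifs. A cut that depends on cold at positions other than those of Figure S8 may be a hypothesis for the tags on genes with reads elsewhere. Differences between library preparations were not tested, and with 2 libraries for each condition they cannot be told apart from it.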

How the results depend on the processing

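Most alternatives were set before the data were examined. Those chosen after seeing the data were the minimum of 200 reads, the highest transcript of each gene, the joining of tags within 2 mismatches, the match within 3 edits and leaving the sites of Figure S8 out of the motif shares. The cause of the changes below was not tested.

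With tags of more than 10 reads, the genes represented in DW and DC went from 12148 to 6289, the share over 5-fold from 52.4% to 63.0%, the genes past ±1.5 from 7750 to 4518, and the genes changed by cold in edgeR from 392 to 0, with 1545 at an unadjusted p under 0.05. A minimum of 20 reads per gene left 7692 genes. On log10 of reads + 1, the correlation of replicates went from 0.852 to 0.768 for DW and from 0.929 to 0.840 for DC, and on raw reads it was 0.988 for DC. The share over 5-fold was 21.0% for genes with reads in both libraries, 38.7%, 35.8% and 33.2% with at least 20, 50 and 200 reads in either library, 19.7% with 6 reads added to both libraries and 41.7% in the replicate pair. Genes past ±1.5 numbered 2921 with reads in both libraries and 5056 with 6 reads added. TMM scaling and the highest transcript of each gene kept both results near their values. For TMM this says little, since 3339 genes with reads only in DW and 1490 only in DC count as changed under any scaling. Genes past ±1.5 went from 2735 upward and 5015 downward to 3030 and 4661 with TMM.

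The number of genes changed by cold was 150 with scaling by mapped reads, 1351 with DESeq2, 1306 without a filter, 709 with at least 50 reads in at least 2 libraries and 708 with the replicate block. It was 274 with tags listed under 1 gene only and 392 with the highest transcript of each gene. Of the 392 genes, none changed sign in the fits with mapped reads, DESeq2, no filter, 50 reads or the block, and 3 of 366 did with tags listed under 1 gene only. Across the 4 fits that each left out 1 library, from 3617 to 5129 genes were past ±1.5, against 3748 with all libraries. For the sites of Figure S8, DESeq2 gave 2 changed sites and the other alternatives gave 0, with 23 EW and 23 EC sites in edgeR at an unadjusted p under 0.05. With the replicate block, or with at least 5 reads in at least 1 library, no tag start at all had an unadjusted p under 0.05, so these 2 fits do not test the sites. Positions of miRNA targets with reads in all 4 libraries went from 9 to 26 when tags were joined.

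Over distinct tags in place of reads, the difference between cold and control in the share that begins with the motif of EW2 went from 0.534 to -0.0121 percentage points and that of EW4 from -0.0779 to 0.00974. Of 559 results for 71 named genes, 491 stayed on the same side of the test, 38 lost an adjusted p under 0.05, 30 of them with tags of more than 10 reads, 26 gained it and 4 changed direction. These were Bradi1g06870 (0.55 to -0.40) and Bradi2g21340 (0.91 to -0.70) with tags listed under 1 gene only, Bradi1g76700 (0.63 to -0.10) with tags of more than 10 reads, and Bradi4g24367 (-0.01 to 0.10) with the replicate block. None of these had an adjusted p under 0.05 in either setting.

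Keeping all tags in the tables, or a minimum of 5 reads or 1 read, changed nothing, since the lowest count was 6. An exact match to the transcripts was not run, since it needs transcript sequences, and the region of each site was not determined. The depth limits the sites and scarce genes, as values under 6 reads are not listed.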

Differences from the paper's values

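The correlation of reads per transcript between DW and DW replicate is about 0.93 in Figure S2, read by eye, and was 0.852 here on log10 reads per gene. On raw reads it was 0.860 and on log10 of reads + 1 it was 0.768. None of the alternatives set before the data were examined closed the gap. The paper's value for the reads of Bradi2g18100 in DC is 2710 (Table S3), and 15943 reads were counted here. With tags of more than 10 reads it was 15379 and with tags listed under 1 gene only 14040, so none of the alternatives set before the data were examined closed the gap. In all, 84 values were compared. A value was taken as different where it was more than 1.5 times the paper's or the paper's more than 1.5 times it, and a correlation where the gap was more than 0.0546, the SD of the 2 correlations here. By this measure these 2 differed, and other values were unequal by less. Of 60 read counts of Tables S2 and S3, 36 were equal to the paper's.

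Table S3 lists the genes with the largest rise from no reads in DW, and Bradi5g21290, with 66109 reads in DC and none in DW, is not in that list. Figure 2 draws Bradi4g07380 as decreased in PARE reads, and its log2 fold change in DC against DW was -0.19, or 0.13 with TMM. Table S4 counts 118 substrates of RRP4, while the paper's text and Figure 3 give another number. The paper reports the miRNA targets of Table 2 as found again in the replicates, and 23 of 34 category 0 targets had the same highest position there as listed. With tags within 2 mismatches joined, chosen after seeing the values, the position, which was taken from all 4 libraries, was the highest for 31 in DW replicate and 25 in DC replicate. Of the EC sites matched exactly, which the paper describes as found in DC only, 1 had reads in DW, with 11 reads.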

Other observations

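All tests in this part were chosen after the result was seen, except 2 on the place of the sites within the tables, that of sites chosen for having no reads nearby and that of tags from another transcript.

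The share of genes over 5-fold between DC and DW was weighed against 3 technical explanations. With at least 50 reads in either library the share was 35.8% in place of 52.4%, with reads in both libraries it was 21.0%, and with 6 reads added to both it was 19.7%. Few reads per gene may therefore account for much of the share, which cannot be told apart from that explanation. With TMM scaling it was 52.0%. Since 3339 and 1490 of the 6365 genes had reads in only 1 library and count as changed under any scaling, this value could hardly move and does not rule the scaling out. At 200 reads or more, the pairs of libraries of 1 condition gave 16.6% for control and 4.09% for cold, against 33.2% for DC and DW and 19.5% for the replicate pair. Both pairs of 1 condition differed mostly in 1 direction, with 581 genes higher and 13 lower in DW replicate and 121 higher and 0 lower in DC replicate. In the replicate pair of cold and control, 349 were higher and 432 lower. The pairs of 1 condition are therefore a limited measure of scatter, and the scaling is left open for them too. With this measure, part of the share cannot be told apart from scatter, and how large a part was not tested.

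The sites of Figure S8 found in 1 condition only were weighed in the same way. Among the 29 sites on genes with at least 100 reads elsewhere in both libraries of the other condition, 24 or 82.8% had no reads there. The paper chose the EW and EC sites as present in 1 condition, so this share was largely fixed by that choice. The reads of the genes elsewhere were not. For example, Bradi1g06860 had none of 13680 and 22514 reads at its site in DC and DC replicate. Bradi1g47920 had none of 4062 and 3621 reads at its site in DW and DW replicate. If the tags come from the named genes, such reads argue against a scarce transcript for these 24 sites. For sites on genes with fewer reads elsewhere it is left open. After tags within 2 mismatches were joined, 40 of 42 sites or 95.2% stayed. Reads shared between genes concern 3 of the 90 sites. Of other start positions with at least 50 reads in the first library of a condition and none in that of the other, 63.7% had reads in the replicate, against 98.1% of the sites, so chance in a single library is unlikely too. A cut that depends on cold may be put forward as a hypothesis, but it was found and tested on the same data, none of the sites had an adjusted p under 0.05 in edgeR (23 EW and 23 EC sites had an unadjusted p under 0.05), and the place of these sites in the tables, given below, bears on it too.

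The bases CAGCAG stood directly before 12 of the 90 sites, or 13.3%, against 433 of 583708 other tags with known sequence before them, or 0.0742% (odds ratio 207, Fisher's exact test p = 8.60e-24). In EW3 they stood before 5 of 7 sites. A primer or adapter end that pairs with CAGCAG could give such cuts in every library. Among sites with CAGCAG on genes with at least 100 reads elsewhere in the other condition, 5 of 5 had no reads there, but the EW and EC sites were chosen as present in 1 condition, so this does not test that explanation. The 2 GONG sites with CAGCAG had reads in every library, with 67, 90, 83 and 30 reads for Bradi4g00450 and 12, 34, 24 and 24 for Bradi1g71450 in DW, DC, DW replicate and DC replicate. The pattern cannot be told apart from a primer or adapter end. A preference of the cleaving activity for these bases may be another hypothesis. These bases are printed in Figure S8, and the paper's text does not discuss them.

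The place of the Figure S8 sites within the tables differed from that of other tags. Tags of a transcript are mostly listed in order of their start. In lists of more than 10 tags, the tags of the sites were first or last in 84 of 111 cases, or 75.7%, over the 4 libraries, against 2.84% of other tags (Fisher's exact test p = 3.25e-105). Sites can recur in several libraries, so these cases are not independent and the p-value describes the lists only. The explanation that sites were chosen for having no reads nearby was tested on tags with at least 50 reads and no overlapping tag. Of the other tags of this kind, 2.57% were first or last in such lists, against 87.0% at the sites, so this is an unlikely explanation. Of the site tags that overlap another tag of the list, 6 of 22 or 27.3% stood out of the order of starts, against 0.0430% of other tags (Fisher's exact test p = 4.86e-16). In genes with at least 100 tags, 56% of the site tags (14 of 25) overlapped another tag of their gene, against 100% of 501 other tags, so that a tag from another transcript than the named one cannot be ruled out. That the tags of these sites entered the tables in a separate step may be an explanation of their place, and the 27.3% out of order goes with it. These were 2 of 10 tags in DW replicate and 4 of 10 in DC replicate. In DW no site tag overlapped another, and in DC 0 of 2 were out of order. The order of starts therefore hardly tests this explanation in DW and DC. Over the 4 libraries, 4 count entries were irregular, and all 4 stood at these sites. Of 7 lists whose total differed from the sum of their tags, 2 were of genes with these sites. The tables do not show what such a step was, or whether it affected the counts, and no biological explanation for the order was tested. The RACE assay that the paper reports for 3 of the sites in Figure 4b was not analysed here.

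Of the 34 category 0 positions of miRNA targets, 9 had reads in all 4 libraries as listed and 26 after tags within 2 mismatches were joined. A different sequence listed for the same start position in different libraries may therefore account for most of the missing counts.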
